# Analysis of a Gene Regulatory Cascade Mediating Circadian Rhythm in Zebrafish

**DOI:** 10.1371/journal.pcbi.1002940

**Published:** 2013-02-28

**Authors:** Ying Li, Guang Li, Haifang Wang, Jiulin Du, Jun Yan

## Abstract

In the study of circadian rhythms, it has been a puzzle how a limited number of circadian clock genes can control diverse aspects of physiology. Here we investigate circadian gene expression genome-wide using larval zebrafish as a model system. We made use of a spatial gene expression atlas to investigate the expression of circadian genes in various tissues and cell types. Comparison of genome-wide circadian gene expression data between zebrafish and mouse revealed a nearly anti-phase relationship and allowed us to detect novel evolutionarily conserved circadian genes in vertebrates. We identified three groups of zebrafish genes with distinct responses to light entrainment: fast light-induced genes, slow light-induced genes, and dark-induced genes. Our computational analysis of the circadian gene regulatory network revealed several transcription factors (TFs) involved in diverse aspects of circadian physiology through transcriptional cascade. Of these, microphthalmia-associated transcription factor a (*mitfa*), a dark-induced TF, mediates a circadian rhythm of melanin synthesis, which may be involved in zebrafish's adaptation to daily light cycling. Our study describes a systematic method to discover previously unidentified TFs involved in circadian physiology in complex organisms.

## Author Summary

For most animals whose lives are dependent on the sun, circadian clocks govern their daily behaviors and physiology. In different animals, novel functions under the circadian clock's control can evolve as adaptations to their specific environment. A zebrafish demonstrates a remarkably high level of interplay between external light and its internal circadian clock due to its transparent nature. In a genome-wide study, we identified a large number of circadian oscillating genes as well as genes whose expression is highly sensitive to the light or dark in zebrafish. Our computational analysis of gene regulatory networks revealed a number of transcription factors (TFs) that mediate novel circadian functions. We investigated one example in depth, a key TF that relays the control of the circadian clock to the enzymes synthesizing melanin in a dark-induced pathway thus causing the daily change of pigmentation in zebrafish. This dark-induced circadian melanogenesis can lead to an anticipatory change in zebrafish skin color allowing zebrafish to adapt to its environment. This mechanism allows zebrafish to better evade predators and effectively adjust its daily light-sensitivity in the pigment cells. Our study provides an excellent example of how the circadian clock is adapted in a specific organism to control its behavior, thus enabling evolutionary adaptation to the organism's ecological niche.

## Introduction

The circadian rhythm evolved as an adaptation to the Earth's daily light cycle. In complex animals, each tissue or cell type contains a functional clock that is controlled by the central pacemaker. In mammals, the suprachiasmatic nucleus (SCN) in the hypothalamus acts as the central circadian pacemaker that coordinates most aspects of behavior and physiology [1]. In lower vertebrates, circadian pacemakers are also present in the eyes and the pineal gland [2]. It is not surprising that circadian rhythm controls physiological processes universal to all tissues such as metabolism [3] and cell cycle [4]. However, tissue-specific functions are also controlled by the circadian clock. Meta-analysis of all existing mammalian circadian gene expression studies indicates that there are thousands of genes showing circadian expression in a given tissue, although only a small number of circadian genes are expressed in more than one tissue [5].

This raises the question as to how genome-wide tissue-specific circadian gene expression is regulated? A simple answer is that all circadian gene expression is entirely regulated by core circadian genes. However, there are only a few transcription factors (TFs) within the core circadian circuit, including *Arntl*/*Clock* (*Bmal1*/*Clock*) and *Bhlhe40*/*41* (*Dec1*/*2*) (binding the E-BOX), *Rora*/*b*/*c* and *Nr1d1*/*2* (*Rev-erb α*/*β*) (binding RRE), and *Dbp*/*Hlf*/*Tef* and *Nfil3* (binding the D-BOX), each of which either activates or represses target genes in mammals. Recent ChIP-seq experiments have revealed 2,049 genome-wide binding sites for *Bmal1* in mouse liver targeting only 16% of the circadian oscillating genes that are expressed in liver and are represented in the circadian gene database [5], [6]. From this we can conclude that, circadian oscillations in gene expression in different tissues are unlikely to all be under the direct regulation of known core circadian TFs, but rather they are likely to be regulated by other TFs that are themselves regulated by core circadian genes [7], [8]. In particular, tissue-specific circadian functions might be regulated by tissue-specific TFs relaying signals from core circadian genes.

Typically, circadian gene expression studies are conducted in a few selected tissues at a time. In mouse, the most studied circadian model in vertebrates, genome-wide circadian gene expression has been studied in only 14 tissues [5]. An additional difficulty is that many tissues or cell types, with potential importance to circadian rhythm are difficult to access without specialized techniques. For example, in Drosophila, Kula-Eversole et al. have studied circadian gene expression in PDF-expressing ventral lateral neurons: s-LNvs and l-LNvs and observed marked differences with those in fly head [9]. In this study, we attempt to circumvent these difficulties by a genome wide analysis of circadian gene expression in whole larval zebrafish (*Danio rerio*). The zebrafish larva is an established model for the study of animal development [10]. Decades of gene expression studies in zebrafish, most of which used *in situ* hybridization (ISH) provide a rich resource of spatial information on gene expression (http://zfin.org). Therefore, circadian oscillating genes identified in this study can be mapped to specific tissues and cell types using a spatial expression atlas.

We have identified a number of tissue-specific TFs that were not previously known to be involved in circadian rhythm. Through the analysis of gene regulatory networks, we identified a novel circadian TF, microphthalmia-associated transcription factor a (*mitfa*), controlling circadian melanin synthesis in pigment cells. *mitfa* shows strong circadian rhythm in expression and is dark-induced. This observation lead us to hypothesize that melanin synthesis itself is similarly circadian controlled. We confirmed this experimentally and speculate that a dark-adaptation pathway is involved. Circadian- regulated melanin synthesis is likely to be crucial to species, including fish and reptiles, that change skin color to evade predators in response to the daily light-cycle. Our study highlights the possibility that different organisms may employ the circadian rhythm differently to control their specific behavior allowing adaptation to their ecological niche.

## Results

### Larval zebrafish exhibit global circadian gene expression

We monitored the circadian behavior of larval zebrafish under an infrared behavioral monitoring platform (Text S1, Figure S1A). Wild-type (WT) larval zebrafish were raised in 14 h∶10 h light/dark (LD) cycle from birth. Starting at 5 days post-fertilization (dpf), they were monitored under either LD or constant dark (DD) conditions. In both conditions, the fish demonstrated robust circadian changes in their locomotor activities (Figure S1B) implying that circadian activities have been fully established at this stage of zebrafish development. The amplitude of oscillation was significantly lower in DD larvae compared to that in LD larvae indicating strong dependence of circadian activities on light entrainment. We subsequently collected larval zebrafish starting at 5 dpf every 4 hours for a period of 48 hours under both LD and DD conditions. 

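The collection gave 24 Agilent one-colour arrays, 12 under LD and 12 under DD, each hybridized with RNA from 1 pool of larvae, 40 of them by the paper's Methods. The 12 time points of a condition run from 0 to 44 h and each has 1 array, so the 2 successive 24-h cycles are the only repeats and the number of arrays limits the precision. The authors deposited the scanner output of each array, in which the intensity of a spot is already background-subtracted and detrended within the array, and a matrix of log2 intensities that they quantile normalized over these 24 arrays. Each array holds 43,603 probes besides the controls. Per array, 75.2% to 92.0% of the spots lay well above background, with a median of 84.4%, and the median signal of a spot was 7.28 to 12.0 times its background. The background-subtracted signal was log2 transformed, outlier spots were set to missing, the spots of a probe were averaged and the 24 arrays were quantile normalized together. The resulting values correlated with the deposited matrix at r of at least 0.9999 on every array. A probe was analysed when it lay well above background on at least 75% of the arrays, which left 35,411 probes of 29,090 genes. Probes were assigned to 11,164 NCBI genes by their accession and the others were counted under the transcript name of the array. The phase of a gene is that of a 24-h cosine fitted to its values, in hours after lights-on, and its amplitude is the amplitude of that cosine on the log2 scale. The LD arrays occupy 3 slides and the DD arrays 3 others scanned on another day, so differences between LD and DD cannot be told apart from differences between these slides and scans. Each slide holds 4 successive time points.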

The whole-genome transcriptome profiles of the animals were assayed on Agilent zebrafish microarrays.

Circadian oscillating genes were identified using Fisher's g test, and their circadian phases were determined by fitting to cosine functions with shifting phases (Materials and Methods). We identified 2,856 circadian oscillating genes in both LD and DD conditions with an overall False Discovery Rate (FDR)≤5% (Table S1). These account for over 17% of expressed genes in larval zebrafish (Figure 1A). 

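Fisher's g test was applied to the 5 Fourier periods from 48 to 9.6 h of each condition, and a gene was called when the 24-h period dominated and the test fell below a limit of 0.5 in both LD and DD. By this rule, 4,509 probes of 3,927 genes were called, of which 2,155 were NCBI genes. The false discovery rate was the mean number of probes called after the 12 time points were put in random order, the same for LD and DD, divided by the number called in the true order. Over 100 random orders it was 18.4%, and the median order gave 7.43%. In 2 of the 100 orders at least as many probes were called as in the true order. A false discovery rate of at most 5% was reached at a g-test limit of 0.088, which 1,310 genes passed. The largest changes came from leaving out the first 24-h cycle, after which 9,370 genes passed, and from an F test of the 24-h terms by limma, which called 892. With 1 cycle left out, the g test compares only the periods of 24 and 12 h. The same limit is then easier to pass by chance, so the 9,370 genes were called less strictly.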

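The oscillating genes were 13.5% of the genes detected in the LD and DD arrays. Without the first 24-h cycle this share rose to 32.2%, and without the second to 20.2%, both by the less strict test of 24 and 12 h. Among detected NCBI genes the share was 19.3% on all arrays.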

We thus refer to these zebrafish circadian oscillating genes in both LD and DD as “zebrafish circadian oscillating genes” (ZCOGs). The mean circadian phases under LD and DD are used to represent the circadian phases of ZCOGs. This dataset displays a prominent bimodal distribution with peaks at CT2 (Circadian Time 2; CT0 is lights-on and CT14 is lights-off) and CT16 corresponding to 2 hours after lights-on and lights-off respectively (Figure 1B).

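The phase of each ZCOG was the circular mean of its phases in LD and DD. Counted in bins of 2 h, the largest numbers of ZCOGs lay between CT14 and CT16, with 644 genes, and between CT2 and CT4, with 546 genes. The bins from CT0 to CT2 and from CT16 to CT18 held 509 and 416 genes, and the smallest bin, from CT8 to CT10, held 80. The mean vector of the phases was 0.0818 long, and that of the doubled phases, which measures concentration at opposite times of day, was 0.383 long and pointed to CT2.89 and CT14.9. From CT22 to CT10 lay 50.2% of the ZCOGs.

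**Figure D1:**
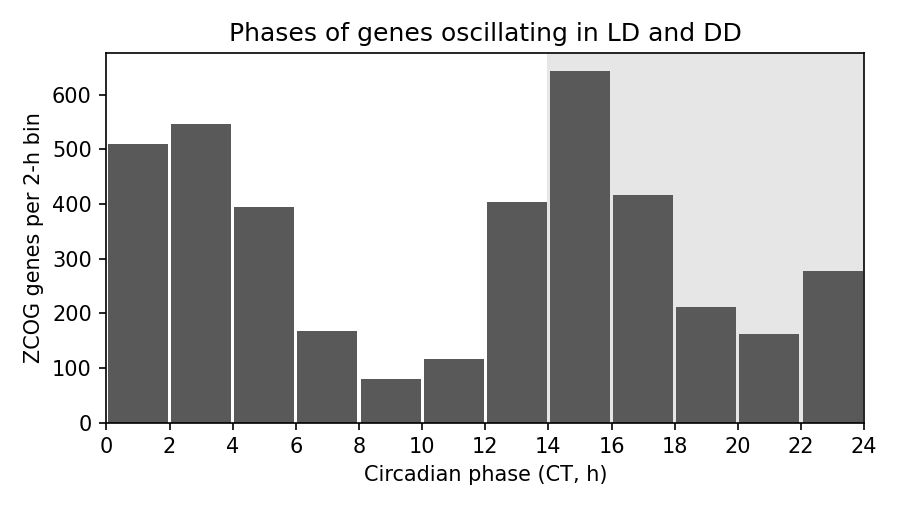
Number of ZCOGs, on the vertical axis, by circadian phase in hours after lights-on, on the horizontal axis, in bins of 2 h. The highest bars stand at CT14 to CT16 with 644 genes and at CT2 to CT4 with 546 genes.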

**Figure 1:**
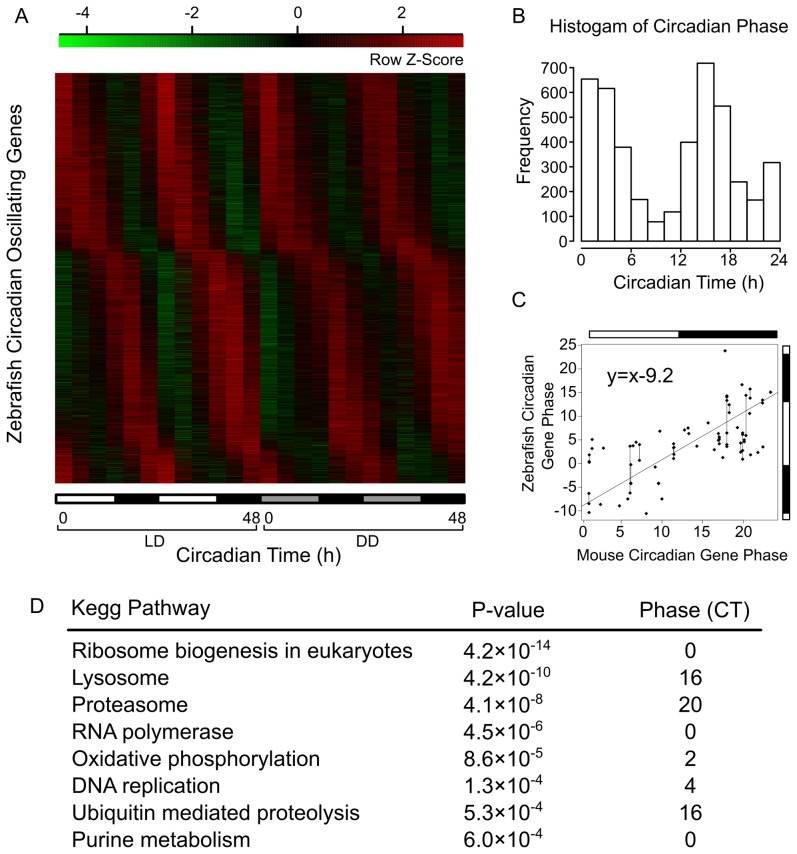
Global circadian gene expression in larval zebrafish. (A) Circadian expression of ZCOGs under both LD and DD conditions. High expression is indicated in red and low expression in green. The bar on the x-axis indicates light (white) and dark (black) in LD, and subjective day (gray) and subjective night (black) in DD. (B) Bimodal distribution of circadian phases of ZCOGs. (C) Circadian phases of homologous circadian genes between zebrafish and mouse. The mouse circadian genes are common circadian genes oscillating in at least six tissues from our previously constructed circadian gene databases [5]. Their circadian phases are averaged across these tissues. The regression line reflects the approximately 9-hour phase shift between zebrafish and mouse circadian genes. Duplicated genes in zebrafish are connected with vertical lines. The vertical bar indicates the zebrafish light/dark cycle (14 h∶10 h) and the horizontal bar indicates the mouse light/dark cycle (12 h∶12 h). (D) KEGG pathways enriched in specific time windows among ZCOGs.

We annotated the biological functions of ZCOGs using the Gene Ontology (GO) and KEGG databases. ZCOGs are enriched in GO terms related to light and abiotic stimuli and transporter functions (Table S2). As expected, circadian rhythm is the most significantly enriched KEGG pathway among ZCOGs. We then used a sliding window approach to identify the specific time window when the biological functions of ZCOGs are enriched (Figure 1D). Components of the lysosome are enriched around CT16, proteasome components are enriched around CT20, and those involved in ribosome biogenesis are enriched around CT0. 

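The phases of ZCOGs in 6 lists of genes chosen by their symbols were examined on the LD and DD arrays, with p from a one-sided permutation test of the mean vector against random sets of ZCOGs of the same size and Benjamini-Hochberg adjustment over the 6 lists. The 19 lysosomal ZCOGs had a mean phase of CT16.0 with a mean vector of 0.924, and the 23 proteasomal ZCOGs had a mean phase of CT19.3 with a mean vector of 0.911. The 25 ZCOGs of ribosome biogenesis had a mean phase of CT0.661 with a mean vector of 0.901. For these 3 lists the permutation p was 1e-05, the smallest that 100,000 draws can give, and the adjusted p 2e-05. The 10 ZCOGs of DNA replication peaked at CT4.62 (permutation test, adjusted p = 3e-05), the 14 of oxidative phosphorylation at CT1.63 (permutation test, adjusted p = 3.1e-04) and the 8 subunits of RNA polymerases at CT0.897 (permutation test, adjusted p = 0.0103). All 6 lists passed an adjusted limit of 5%. When the second 24-h cycle was left out, a melanogenesis list of 4 ZCOGs was tested as well, with adjustment over 7 lists. Of the 6 lists, 5 passed then, the lysosomal genes being the exception (permutation test, adjusted p = 0.176). The melanogenesis list did not pass (permutation test, adjusted p = 0.539).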

We compiled a spatial gene expression atlas from annotations in the ZFIN database, which contains expression information for 96,189 records encompassing 6,429 genes in 1,173 tissues or cell types in larval zebrafish. A total of 1,310 ZCOGs were mapped to the tissues or cell types of expression and we computed the enrichment of circadian oscillating genes in these tissues. We found that ZCOGs are most enriched in retina photoreceptive layer, intestine bulb, and retina.

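Of the 27 zebrafish genes to which Table 1 gives a phase, 24 had a matched probe on the array, and all 24 were ZCOGs in LD and DD. Their phases differed from those in Table 1 by a median of 0.343 h, and every difference was below 1 h. The largest LD amplitudes among the genes of the table were those of nr1d1 with 3.64, per1b with 3.35 and cry2b with 2.55. Their amplitudes in DD were 2.69, 2.06 and 1.54. The phases of per1b in LD and DD were CT2.42 and CT5.07, those of arntl1a CT12.0 and CT14.0 and those of clock CT13.8 and CT16.0. Of the genes listed there without a phase, hlfa, nr1d2a, roraa, rorb and nfil3-4 were detected and were not ZCOGs by their brightest probes, while the other probe of roraa was a ZCOG. The g test of roraa gave 0.0115 in LD and 0.831 in DD, and that of rorb 0.249 and 0.367 without a dominant 24-h period in LD.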

Zebrafish homologs of almost all known mammalian core circadian genes are represented among ZCOGs (Table 1), indicating that the basic circadian circuit is highly conserved between zebrafish and mammals. To search for novel circadian genes conserved between mammals and zebrafish, we obtained an extended list of mouse circadian genes oscillating in at least six tissues from our previously constructed circadian gene databases [5]. The circadian phases of these genes have very low variability across different mouse tissues. 

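A probe was matched to 66 of the 74 genes of Table S3, and 63 of the 66 were ZCOGs. The exceptions were hsp90ab1, cirbp and pnp5b. The phases of the matched genes differed from those of the table by a median of 0.247 h. In total, 66 pairs of a zebrafish gene with a mouse gene could be compared, for 44 mouse genes.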

We identified 74 ZCOGs that are homologs of 48 mouse circadian genes (Table S3). Many circadian genes in zebrafish have undergone gene duplications including *arntl1* (*bmal1*), *clock*, and *per1*. Duplicated circadian genes tend to have similar circadian phases. In addition to commonly known core circadian clock genes, heat/cold shock proteins, purine nucleoside phosphorylases, and ubiquitins are also among the conserved circadian oscillating genes between mouse and zebrafish. 

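The 41 detected pairs of genes that share a mouse gene in Table S3 or the root of their symbol in Table 1 differed in phase by a median of 2.64 h, and 25 of them by less than 4 h. Random pairs of ZCOGs gave a median as small with p = 8.5e-04 in a one-sided permutation test. Among the 10 pairs of the latter kind, the median difference was 2.81 h with 6 pairs below 4 h (one-sided permutation test, p = 0.0571). Many pairs share a gene with another pair, whereas the random pairs were drawn independently and from ZCOGs only. Both p may therefore be too small. The phases of arntl1a and arntl1b differed by 0.176 h, those of tefa and tefb by 0.680 h and those of per1a and per1b by 2.40 h. Those of clock and clock3 differed by 0.157 h. The largest differences among these 10 pairs were 9.94 h between hlfa and hlfb and 9.85 h between nfil3-4 and nfil3-6, and hlfa and nfil3-4 were not ZCOGs. Over all pairs the largest was 10.5 h, between cry-dash and cry4.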

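Of the heat shock genes, hsp90a.1 peaked at CT2.19, hsp90a.2 at CT4.50 and hsp47 at CT5.19. The other probe of hsp90a.2 was not a ZCOG, with a g test of 0.685 in DD. The 24-h period was not dominant for hsp90ab1, and the cold shock gene cirbp passed in LD with a phase of CT16.1 but not in DD, where the g test gave 0.950. Of the purine nucleoside phosphorylases, pnp6 peaked at CT2.97, pnp5a at CT5.62 and pnp4b at CT6.29, while pnp5b lacked a dominant 24-h period. Without the first 24-h cycle pnp6 was not a ZCOG and cirbp was. The ubiquitin gene ubc peaked at CT15.4.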

Interestingly, we observed a nearly anti-phase (9 hour shift) relationship between zebrafish and mouse among conserved circadian genes (Figure 1C). Such phase shift could arise from different entrainment conditions between zebrafish and mouse (14∶10 LD for zebrafish and 12∶12 LD for mouse) and other species differences such as activity patterns.

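The mean zebrafish minus mouse phase over the pairs of Table S3 was -9.80 h, with a mean vector of 0.339. Of the pairs, 33 lay within 4 h of this mean. The phases of the mouse genes are those of the table, and the zebrafish phases are from the LD and DD arrays. A permutation test, in which the mouse phases were exchanged among the mouse genes, gave p = 0.00327 for a mean vector as long. Each pair is a gene and genes are not independent replicates. The mean shift was -9.52 to -10.3 h under the other settings of the analysis, and was farthest from the main value without the second 24-h cycle.

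**Figure D2:**
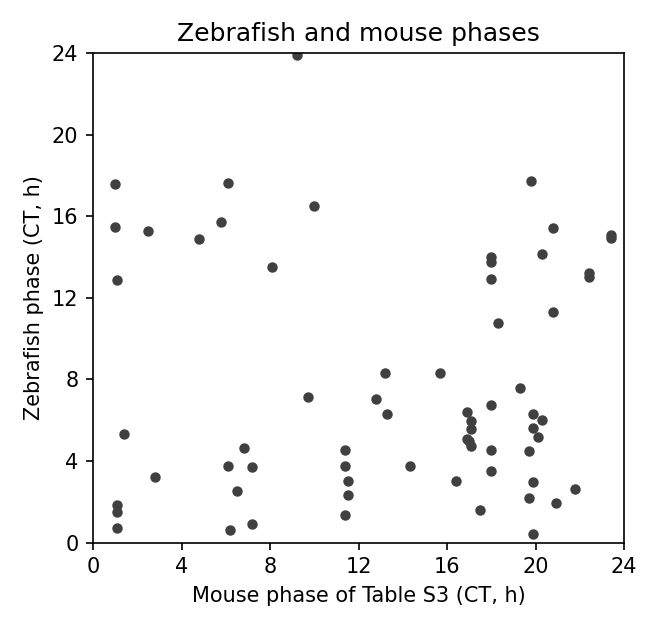
Zebrafish phase on the vertical axis against mouse phase on the horizontal axis, both in hours, with 1 point for each of the 66 pairs. The mean zebrafish minus mouse phase over these pairs was -9.80 h.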

**Table 1:** Comparison of circadian genes between mouse and zebrafish.

Mouse Gene Symbol	Zebrafish Gene Symbol	Mouse Gene phase	Zebrafish Gene phase
Arntl	arntl1b	22.37	12.79
Arntl	arntl1a	22.37	13.42
Clock	clock	23.35	15.08
Clock	clock3	23.35	15.08
Cry1	cry-dash	17.98	3.58
Cry1	cry1a	17.98	Not present
Cry1	cry2a	17.98	13.33
Cry1	cry4	17.98	14.29
Cry1	cry1b	17.98	6.46
Cry1	cry2b	17.98	14.08
Cry1	cry5	17.98	4.00
Cry2	cry-dash	12.23	3.58
Cry2	cry3	12.23	2.17
Cry2	cry4	12.23	14.29
Cry2	cry5	12.23	4.00
Dbp	dbpb	9.18	23.25
Dbp	dbpa	9.18	Not present
Hlf	hlfb	13.21	14.25
Hlf	hlfa	13.21	Not oscillating
Nfil3	nfil3-2	20.33	Not oscillating
Nfil3	nfil3-6	20.33	5.92
Nfil3	nfil3-4	20.33	Not oscillating
Nfil3	nfil3	20.33	14.42
Nr1d1	nr1d4b	6.19	19.75
Nr1d1	nr1d1	6.19	23.75
Nr1d1	nr1d4a	6.19	19.83
Nr1d2	nr1d4b	9.60	19.75
Nr1d2	nr1d2b	9.60	Not present
Nr1d2	nr1d4a	9.60	19.83
Nr1d2	nr1d2a	9.60	Not oscillating
Per1	per1b	11.44	3.33
Per1	per1a	11.44	1.04
Per2	per2	13.22	7.50
Per3	per3	11.44	4.17
Rora	roraa	11.65	Not oscillating
Rora	rorab	11.65	7.50
Rorb	rorb	9.67	Not oscillating
Rorc	rorca	18.27	10.75
Rorc	rorcb	18.27	12.42
Tef	tefa	11.48	3.42
Tef	tefb	11.48	1.92

### Light entrainment influences circadian gene expression

In larval zebrafish, the amplitude of circadian activity is significantly reduced under DD compared to that under LD conditions. 

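With a g-test limit of 0.15, 5,193 genes passed under LD and 3,154 under DD with a dominant 24-h period. The false discovery rate from random orders of the time points was 18.4% for LD and 29.3% for DD. DD reached the rate of LD at a g-test limit of 0.044, which 1,516 genes passed under DD. The LD and DD arrays were scanned apart, so this difference in number is also one between slides. The number for DD moved most with the F test by limma, which called 971 genes in DD and 3,650 in LD. With the first 24-h cycle left out it was 5,882 against 5,666 in LD, where the order of the conditions was reversed. Only the periods of 24 and 12 h are tested there, and the same limit is easier to pass by chance.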

Using the same false discovery rate (FDR) parameters, the number of circadian oscillating genes under DD is also significantly lower than that under LD. To examine the effects of light entrainment on circadian gene expression, we first compared the phases and amplitudes of circadian oscillations of ZCOGs between DD and LD conditions. 

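Across ZCOGs, the circular correlation of the LD and DD phases was 0.933, with p = 1e-04 from a permutation test, the smallest that 10,000 exchanges of the DD phases can give. This correlation is across genes, which are not independent replicates. The median absolute difference between the LD and DD phases was 1.44 h. It exceeded 4 h in 233 ZCOGs, or 5.93% of them. Leaving out the first 24-h cycle, where ZCOGs are called less strictly, raised this share to 26.8%. The correlation stayed between 0.446 and 0.933 in all settings.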

Among 2,856 ZCOGs, the circadian phases are highly consistent between DD and LD (circular correlation coefficient r = 0.93) with only 169 (6%) ZCOGs showing phase shifts of more than four hours. In contrast, 233 ZCOGs oscillate at reduced amplitudes with only 21 ZCOGs oscillating at increased amplitudes under DD compared to LD. Thus light entrainment tends to enhance the amplitudes of circadian oscillation of gene expression.

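The amplitudes of LD and DD were compared by limma, with a moderated F test of the interaction of condition with the 24-h cosine and sine terms over the 24 arrays, which also responds to a change of phase. With Benjamini-Hochberg adjustment over all detected probes, 0 ZCOGs had a reduced and 0 an increased amplitude at 5%, and the smallest adjusted p was 0.0527. At an unadjusted p of 0.05 limma called 359 ZCOGs with lower and 46 with higher amplitude in DD. By a fold change in place of a test, 202 ZCOGs had less than 50% of their LD amplitude in DD and 18 had more than 2 times it. No criterion behind the paper's own counts of amplitude was found in its text. With the slide as a random block, limma called 21 ZCOGs with reduced amplitude.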

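The fitted amplitude was lower in DD than in LD in 3,055 ZCOGs, or 77.8%, and the median ratio of the DD to the LD amplitude was 0.815. LD and DD were exchanged at random within each time point 100 times, and in none of these exchanges did the share reach that value, with a highest share of 76.0% and a mean of 49.8%. LD and DD lie on different slides, and a separate batch cannot be fitted. From the larger number of ZCOGs with reduced than with increased amplitude under DD, the paper concludes that light entrainment tends to raise the amplitude.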

Next, we searched for genes having reduced amplitudes as a consequence of either decreased peak levels or elevated trough levels in DD compared to LD. 

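A false discovery rate of at most 10% for oscillation under LD was reached at a g-test limit of 0.036, which 2,551 genes passed. The limit of 0.15 was kept to define the LD oscillating genes, and 2,741 of them were NCBI genes.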

To include the genes that might have lost rhythmicity under DD, we examined 3,677 LD oscillating genes (FDR≤10%) regardless of their rhythmicity under DD. Among them, we identified 464 genes showing decreased peaks and 113 genes showing elevated troughs in DD compared to LD (Materials and Methods). 

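Each LD oscillating gene was correlated over the 24 arrays with templates in which DD lacks the peak or the trough of the LD cycle, at phases 10 min apart, and was assigned when the best template had a positive r and a p below 1e-04, which is a limit and not a tested significance because the phase is chosen as well. A decreased peak was found in 468 genes, of which 274 were NCBI genes, and an elevated trough in 256 genes, of which 134 were NCBI genes. There were 3 genes with both. When a straight line was first removed from each course, these numbers were 889 and 593, and without the second 24-h cycle they were 87 and 85. In 100 random exchanges of LD and DD within time points, at most 217 probes had a decreased peak and at most 115 an elevated trough, against 507 and 274 in the true arrangement.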

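LD phases between CT2 and CT16 were found for 378 genes with a decreased peak, of which 224 were NCBI genes. The other 90 genes with a decreased peak had LD phases outside this period.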

We defined 366 peak decreased genes with LD circadian phases lying in the light period as “light-induced” because their expression increases in the light period in LD but remains at low level in DD (Figure 2A; Table S4). Similarly, 50 trough-increased genes with LD circadian phases lying in the dark period were defined as “dark-induced genes”. Furthermore, we observed that the LD circadian phases of light-induced genes were predominantly distributed around CT5. 

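LD phases between CT16 and CT2 were found for 107 genes with an elevated trough, of which 55 were NCBI genes, and the other 149 genes with an elevated trough had phases outside this period. Of the 50 genes of this class in Table S4, 37 were detected and 35 of these were dark-induced in the LD and DD arrays here.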

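The LD phases of the light-induced genes had a median of CT7.92 and a circular mean of CT8.43. In bins of 2 h, 45 genes with a decreased peak lay between CT2 and CT4, 62 between CT4 and CT6, 82 between CT6 and CT8, 49 between CT8 and CT10, 42 between CT10 and CT12, 47 between CT12 and CT14 and 49 between CT14 and CT16. Each of these bins includes its lower and excludes its upper limit, whereas the classes of light-induced genes include CT8 and CT16 as upper limits. Within 2 h of CT5 lay 141 light-induced genes.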

The expression of these genes increases rapidly after lights-on and reaches a peak after 5 hours in LD. Thus we defined 197 light-induced genes with LD circadian phases between CT2 and CT8 as “fast light-induced genes”. This group includes known light-sensitive genes (e.g. *per2*, *cry5*, *cry-dash*, and *tefa*). It also contains genes showing significantly enriched expression in epiphysis and the retinal photoreceptive layer (e.g. arrestin 3 (*arr3a*/*b*) and interphotoreceptor retinoid-binding protein (*irbp*)). 

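By the same limits of phase, 191 genes were fast light-induced. Of the fast light-induced genes in Table S4, 161 were detected on the arrays, and 117 of these fell in the same class. The LD phases of 157 of them were within 1 h of those in the table.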

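In LD, per2 peaked at CT7.85 with an amplitude of 2.54, and its amplitude in DD was 0.40. Its template for a decreased peak had r = 0.917. The gene cry5 peaked at CT6.15 in LD, and its amplitudes in LD and DD were 1.61 and 0.63 with r = 0.854 for the template. Both genes passed as fast light-induced. The LD phases of cry-dash and tefa were CT4.27 and CT3.11. Their amplitudes fell from 1.02 to 0.55 and from 1.44 to 0.87, but the template p of 1.5e-04 for cry-dash and of 9.7e-04 for tefa did not pass the limit of 1e-04, in any of the settings. All 3 probes of tefa gave the same call.

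**Figure D3:**
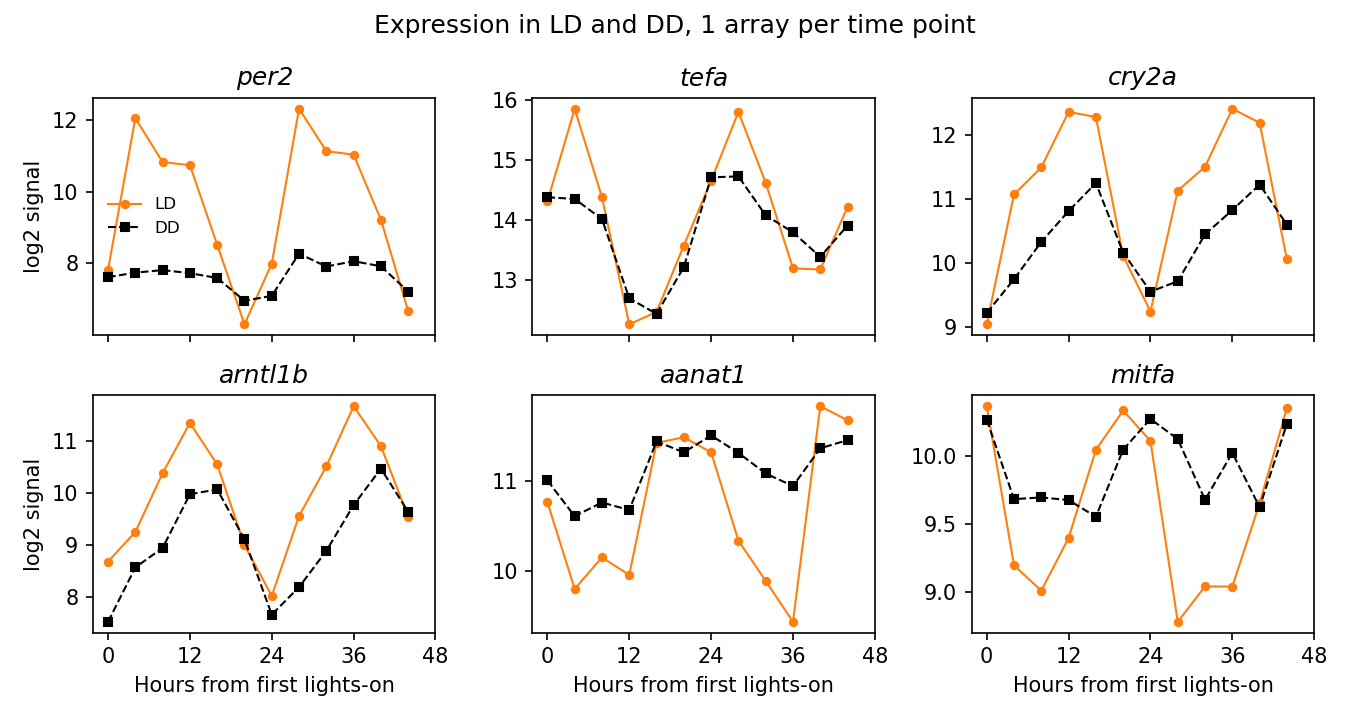
Normalized log2 signal on the vertical axis against hours after the first lights-on on the horizontal axis for 6 genes, with 1 point per array and 1 line for each of LD and DD. The LD amplitude of 2.54 for per2 against 0.40 in DD is the largest contrast among the 6 genes.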

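The arrestin genes arr3a and arr3b peaked at CT4.98 and CT3.16 in LD and had a decreased peak in DD, with template correlations of 0.805 and 0.751. Their amplitudes in LD were 1.39 and 1.52 and those in DD 1.19 and 1.38. No probe was matched to irbp.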

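LD phases after CT8 and up to CT16 were found for 187 light-induced genes. Of the genes of this kind in Table S4, 134 were detected and 94 of these fell in the same class, with a median phase difference of 0.0909 h.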

The remaining light-induced genes show a slow increase in expression during the light period, reaching a peak before lights-off in LD. Accordingly, they were defined as “slow light-induced genes”. This group includes key circadian genes (e.g. *cry2a*/*b*, *arntl1b*, and *nfil3-5*). 

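The current gene symbols of cry2a and cry2b are cry3a and cry3b. Their LD phases were CT11.8 and CT12.3, and both passed the template for a decreased peak with r = 0.796 and 0.848. The gene arntl1b, whose current symbol is bmal1b, peaked at CT12.1 in LD with an amplitude of 1.46, against 1.20 in DD, and passed with r = 0.764. No probe was matched to nfil3-5.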

The expression of dark-induced genes is repressed during the light period but increases in the dark period reaching peak level after lights-off. 

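The LD phase of aanat1 was CT19.8, and its amplitude was 1.01 in LD and 0.30 in DD. Its template for an elevated trough had p = 4.0e-06. The LD phase of drd4a was CT18.3 with amplitudes of 0.51 and 0.11 (template p = 1.6e-07), and in DD the 24-h period was not dominant for this gene. The fitted LD peak of slc24a5 was at CT23.0 with amplitudes of 0.68 and 0.14 (template p = 3.2e-06). Its other probe gave a different ZCOG call, and slc24a5 was not a ZCOG without the first 24-h cycle, with 75th percentile scaling, with the normexp background correction or with the Nyquist period included.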

Among the dark-induced genes are melatonin synthesizing enzyme (*aanat1*), dopamine D4 receptor (*drd4a*) and two genes related to pigmentation (*mitfa* and *slc24a5*). In short, there are complex, dynamic responses to light entrainment during circadian gene expression.

**Figure 2:**
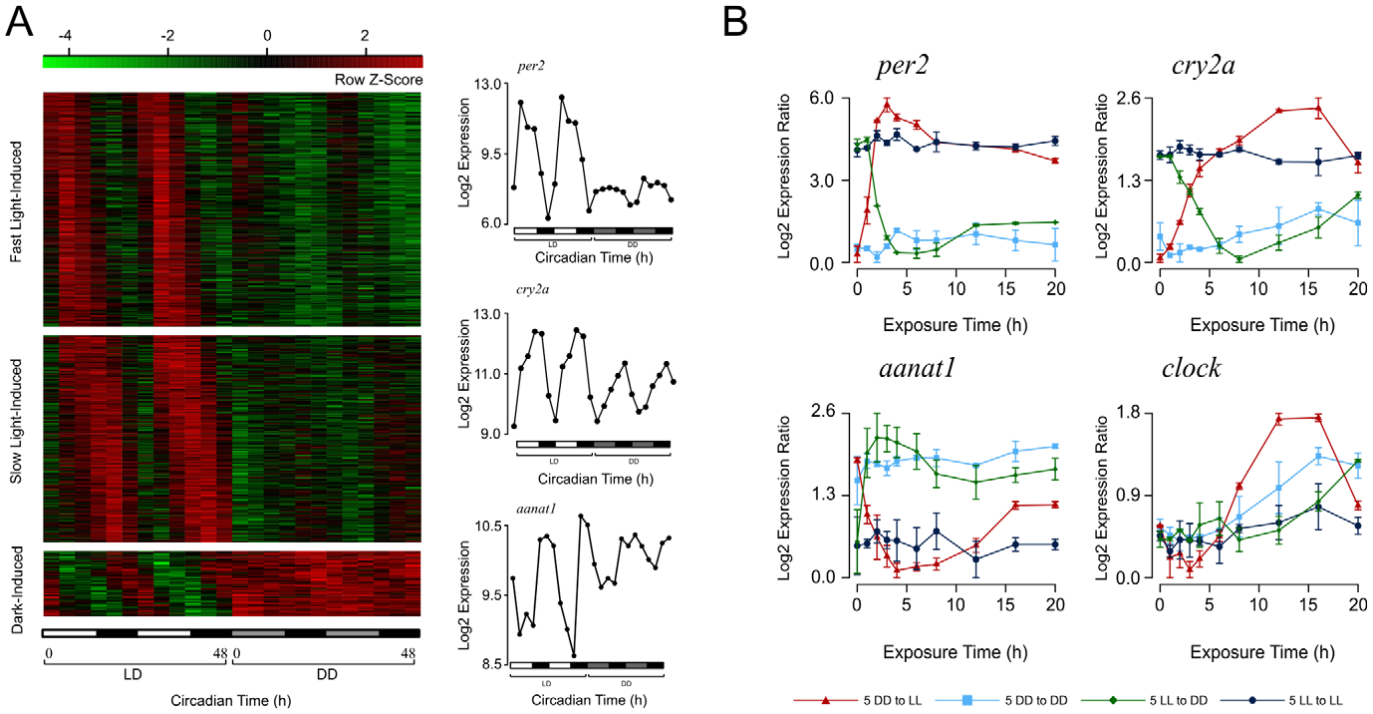
Three types of genes affected by light entrainment. (A) The circadian expression of fast light-induced genes, slow light-induced genes, and dark-induced genes and representatives of each group (*per2*, *cry2a*, and *aanat1*) on the microarrays are shown. (B) The distinct kinetics of *per2*, *cry2a*, *aanat1*, and *clock* genes upon light or dark exposure in larval zebrafish fertilized and raised under either DD or LL conditions respectively for 20 hours starting at 5 dpf (5DD to LL and 5LL to DD). The larval zebrafish remained in the constant conditions (5DD to DD and 5LL to LL) were used as controls. The lowest log2-transformed expression level for each gene was normalized to zero. Two independent time-series experiments were conducted with error bars shown in the figure.

In another set of experiments, we collected larval zebrafish fertilized and raised under either DD or LL (constant light) conditions and exposed them to light or dark, respectively for 20 hours starting at 5 dpf. The expression of one representative gene from each of the previously described groups was measured by quantitative real-time PCR (Text S1): *per2* from the fast light-induced genes, *cry2a* from the slow light-induced genes, *aanat1* from the dark-induced genes and the *clock* gene (Figure 2B, primers used for real-time PCR are in Table S5). The first few hours after light/dark exposure were sampled more frequently. Without light/dark exposure, the circadian clock was desynchronized in animals kept in DD or LL conditions [11], [12]. The expression levels of *per2* and *cry2a* are significantly higher in LL than DD and *aanat1* was expressed at a significantly lower level in LL than DD whereas the expression level of the *clock* gene showed no significant difference between LL and DD. After light exposure, the expression of *per2* increases rapidly and reaches a peak after 3 hours whereas, after dark exposure, it decreases rapidly within 3 hours. In contrast, *cry2a* expression increases slowly after light exposure and decreases slowly after dark exposure only reaching its peak or trough about 12 hours after lights-on or lights-off, respectively. The expression of *aanat1* increases quickly upon dark exposure and drops just as rapidly after light exposure. The expression of *clock* shows a slow increase of expression reaching its peak around 12 hours after light exposure and an even later increase around 20 hours after dark exposure. These results indicate that the endogenous circadian clock has been resynchronized after the exposures and may regulate the induction and repression of slow light-induced genes and dark-induced genes.

### A transcriptional cascade regulates diverse circadian functions

To understand what drives the circadian oscillation of ZCOGs, we developed a comparative genomics pipeline to predict TF binding sites for zebrafish genes. Our pipeline uses orthologous promoter sequences from teleost fish genomes, including zebrafish, fugu, medaka, stickleback, and Tetraodon (Materials and Methods). Our ZCOGs consist of 140 TFs, including novel circadian TFs in addition to the known core circadian TFs (Table S6). 

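Table S6 gives 138 genes, of which 120 were detected on the arrays and 108 were ZCOGs. The phases of 109 of them were within 1 h of those in the table, and the median difference was 0.142 h. In 3 genes, CDX1A, CRSP6 and TBX1, the difference exceeded 4 h. The TF hsf2 peaked at CT3.84. The brightest probe of foxo3b did not pass in DD, where the g test gave 0.767, while its other probe was a ZCOG.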

We focused on the 54 circadian TFs with known DNA-binding motifs in the TRANSFAC database [13] for promoter analysis.

Because the circadian phases of ZCOGs show a bimodal distribution (Figure 1B), we divided ZCOGs into two groups, the first with peak times within CT22-CT10, and the second with peak times within CT10-CT22. In the first group, we identified E-BOX as the most enriched promoter motif (p value = 2.5×10^−10^, odds ratio = 2.3), while RRE is significantly enriched in promoters from the second group of genes (p value = 1.3×10^−5^, odds ratio = 2.0). This is consistent with observations in mouse except that the enriched phases are also shifted by about 10 hours following the same phase-shift of homologous TFs in zebrafish and mouse [5]. We then used a sliding window approach to identify the specific time window when the circadian phases of circadian TF targets are enriched (Table S7). In addition to E-BOX and RRE, we also observed that targets of *ppargc1b*, *yy1a*/*b*, *atf*/*creb*, *hnf1a*, *foxo3b*, and *myog* were enriched at a specific time window (p<0.001, Figure 3). There are varying delays between phases of TFs and enriched phases of their targets. Phases of *tef*, *foxo3b*, *ppargc1b*, and *hnf1a* are close to their targets, while *arntl*/*clock*, *nfil3*, *yy1a*, and *myog* are nearly anti-phase to their targets.

**Figure 3:**
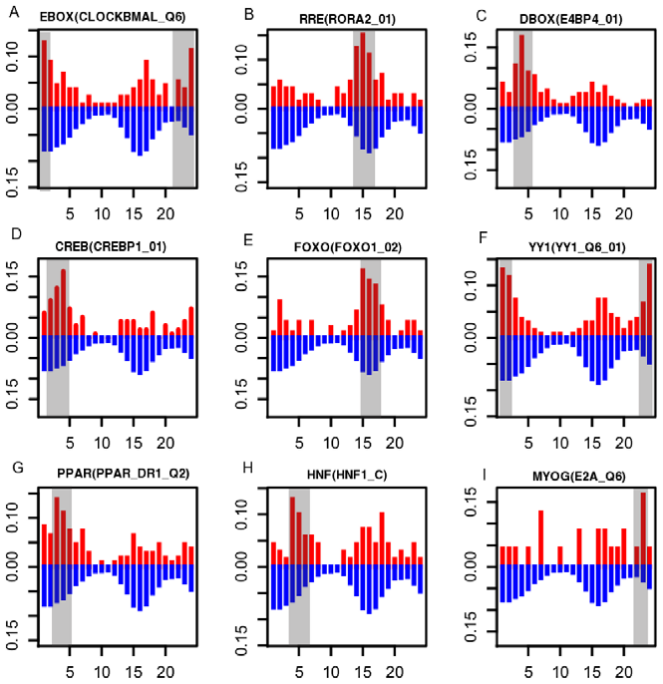
The circadian phase distributions of predicted targets of nine circadian TF motifs. The percentage of predicted targets within a certain phase is plotted against the circadian phase between 0 and 24 hours. The red bars indicate phase distributions of targets of circadian TFs, whereas the blue bars indicate the phase distribution of all ZCOGs as the background. Gray boxes show the enriched time windows of the targets (p<0.001). The matrix IDs corresponding to TFs were indicated in the parentheses (Table S7).

To assist sequence-based TF-target prediction, we generated co-expression groups of zebrafish genes using zebrafish microarray data available in the Gene Expression Omnibus (GEO) database (Materials and Methods) and mapped ZCOGs to these groups. By making use of the fact that co-expression often indicates co-regulation by TFs, we were able to identify the TF motifs enriched in the promoters of the co-expression groups and their associated circadian TFs (Table S8). A group consisting of mostly mitochondrial genes is enriched with ZCOGs and their circadian phases are around CT0. The genes in this group are predicted to be regulated by *yy1a*. Consistent with our GO analysis, proteasome components form a co-expression group having circadian phases around CT18, although no known TF motifs are enriched in the group. Other co-expression groups regulated by circadian TFs include heat shock proteins regulated by *hsf2*, liver-specific genes regulated by *hnf1a*, and genes in visual processing regulated by *crx* (core-rod homeobox).

*Hnf1a* is known to be a liver-specific TF [14] and expression of *crx* is restricted to retinal photoreceptor cells and the epiphysis [15], [16]. Using the spatial gene expression atlas in zebrafish, we searched for tissue-specific TFs among ZCOGs by requiring that the predicted targets of the TFs are predominantly expressed in the same tissue as the TFs themselves. We systematically identified 11 tissue-specific circadian TFs. They include several well-known tissue-specific TFs: *mitfa* in pigment cells [17], *cdx1b* in the intestine [18], *ppargc1b* in the liver, *mef2a* in heart and muscle tissue [19], *pax6a* in nerve tissues [20], *smad1* [21], *smad3a* [22], and *myog* [23] in muscle tissue. 

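On the LD and DD arrays, mef2a peaked at CT1.62, smad3a at CT4.71, myog at CT10.8 and cdx1b at CT14.0, and all were ZCOGs. One of the 4 probes of smad3a gave another call. The brightest probe of pax6a was not a ZCOG, with g tests of 0.199 in LD and 0.318 in DD that lacked a dominant 24-h period, while 1 of its 3 probes was. The transcript of smad1 peaked at CT20.7 in LD, but its amplitude in DD was 0.02 and it was not a ZCOG. No probe was matched to ppargc1b.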

A less well-known tissue-specific circadian TF, *maf*, is expressed in the lens vesicle [24]. There is evidence that *maf* plays an important role in lens development and in lens fiber cells in mice [25]. Interestingly, two key circadian TFs appear to be tissue-specific: *nr1d1* and *rorab* are expressed in epiphysis and retina, while their predicted targets show enriched expression in the same tissues. 

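The phase of nr1d1 was CT0.603, and the amplitude was the largest of all NCBI genes among the ZCOGs in LD. The phase of rorab was CT7.59 with amplitudes of 0.97 in LD and 0.66 in DD. Both were ZCOGs in whole larvae, in which the arrays do not separate tissues.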

Notably, *nr1d1* plays an important role in photoreceptor development and function [26].

From this data we constructed a gene regulatory network of circadian TFs to depict how they regulate each other and how circadian oscillating genes in specific tissues are regulated (Figure 4). In this network, circadian-oscillating TFs were grouped by TF-motif and motif-target relationships, where TF-motif relationships were obtained from the TRANSFAC database, while motif-target relationships were predicted through promoter analysis in our comparative genomics pipeline (see Materials and Methods). This approach successfully recapitulated the known core transcriptional feedback loop in circadian clock regulation: E-BOX binding TFs *arntl*/*clock* regulate *nr1d1* and *rorab*, which in turn regulate *arntl* through RRE. Most circadian TFs are directly regulated by the circadian clock via known circadian *cis*-elements. For example, *mef2a*, *hsf2*, *tef*, *bhlhe40*/*41* (*dec1*/*2*), *tfcp2l1*, *foxo3b*, and *ahr1a* via E-BOX, *myog*, *nfil3*, *atf4b1* via RRE and *yy1a* and *smad3a* via D-BOX. The remaining TFs are indirect targets of core circadian TFs via further transcriptional cascades. For example, *maf* and *mitfa* are regulated via cAMP responsive element (CRE), *hnf1a* and *creb3l3* via the *cis*-element of the PPAR family TFs and *pax6a* and *nr3c1* via the *cis*-element of *foxo3b*.

**Figure 4:**
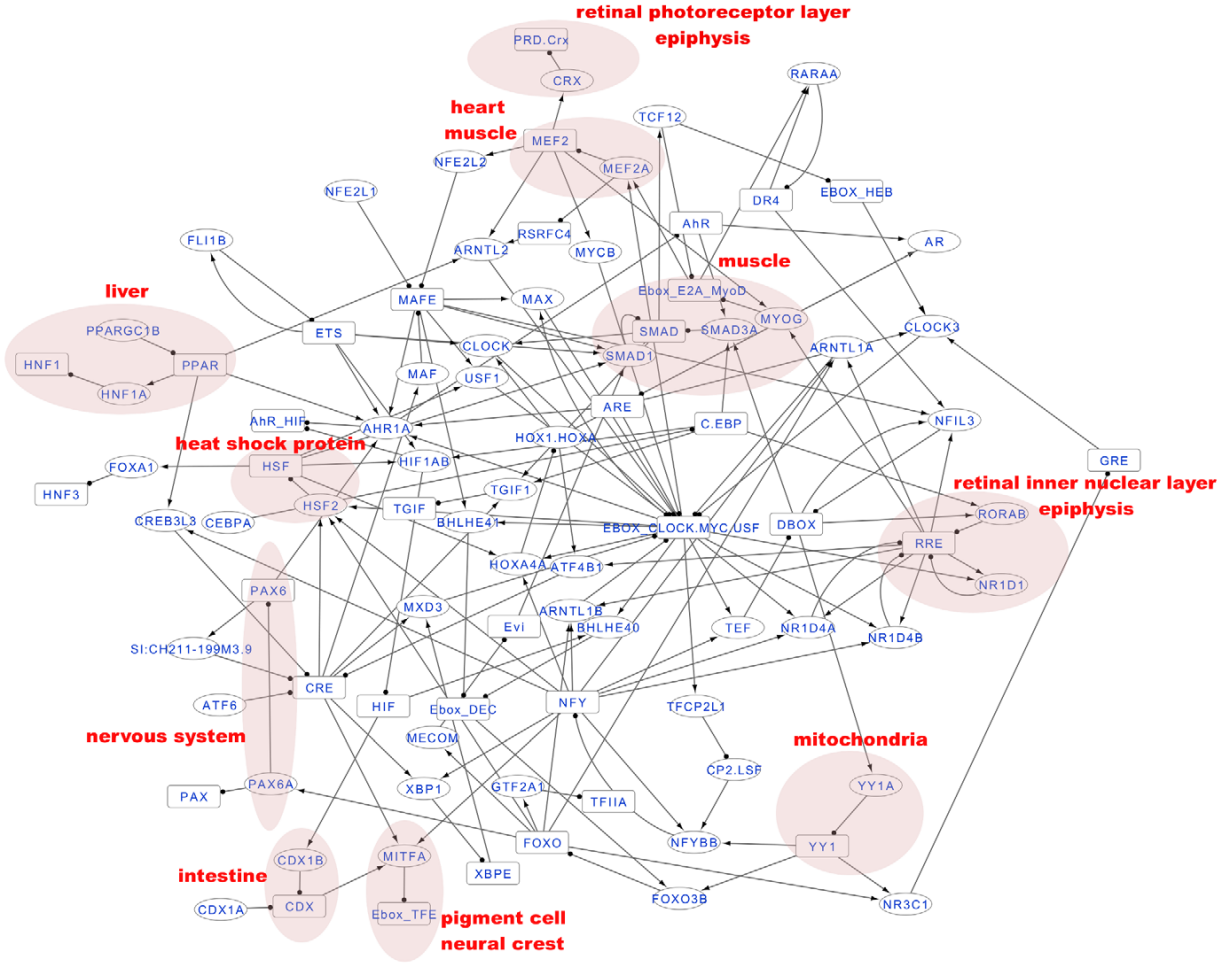
Gene regulatory network of circadian oscillating TFs and their motifs. Predicted regulatory events between all circadian oscillating TFs are connected by TF-motif and motif-target relationships. Circles represent circadian oscillating TFs and boxes represent *cis*-regulatory elements characterized by TF DNA-binding motifs. Arrowed edges represent motif-target relationships and circle-capped edges represent TF-motif relationships. The shaded areas represent the tissues or cell types where specific motifs are enriched.

Our network analysis shows that *clock* is at the center of the regulatory network and all other circadian TFs are under its control either directly or indirectly. In order to validate this experimentally, we generated *clock* morpholino (MO) knock-down larvae. We measured circadian mRNA levels of *bhlhe40*/*41* and *per3* together with 11 circadian tissue-specific TFs by real-time PCR in 5 dpf *clock* morphants compared to WT or control morphants (Figure 5). In WT and controls, the circadian peak times of these genes show high consistency between real-time PCR and arrays. In *clock* morphants, *bhlhe40/41*, *per3*, *smad3a*, and *hnf1a* continue to oscillate but show significant reductions in oscillation amplitudes. The remaining genes show loss of rhythmicity except for *crx* in *clock* morphants. Furthermore, *smad1* and *myog* show significant up-regulation (p<0.001), whereas *ppargc1b*, *maf*, *mef2a* show significant down-regulation in baseline levels in *clock* morphants compared to the WT and controls (Primers used for real-time PCR are in Table S5).

**Figure 5:**
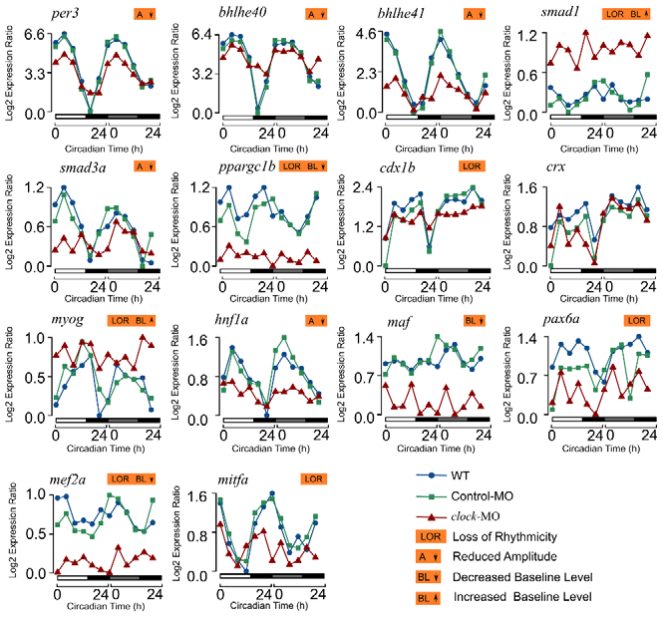
Circadian expression profiles of 14 tissue-specific TFs. The expression levels of *bhlhe40*/*41* and *per3* together with 11 circadian tissue-specific TFs were measured by real-time PCR in 5 dpf *clock* morphants (red) compared to WT (blue) or control (green) morphants. The lowest log2-transformed expression level for each TF was normalized to zero. The reduction in oscillation amplitude, loss of rhythmicity, and increase or decrease in baseline expression levels in *clock* morphants compared to WT or control morphants were annotated for each gene.

### Circadian control of melanogenesis is mediated by *mitfa*

In order to show that TF-mediated circadian control can have novel functional consequences, we focused on *mitfa*, one of our identified circadian TFs and the most enriched TF in the pigment cells. It is also a dark-induced gene. 

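The brightest of the 3 mitfa probes peaked at CT20.2 in LD and CT23.4 in DD. Its amplitude was 0.75 in LD and 0.27 in DD, and the template for an elevated trough gave p = 5.9e-06. All 3 probes gave the same call.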

The mammalian homolog of *mitfa* is *Mitf*, which is a key TF controlling melanogenesis in mammals [27]. In zebrafish, *mitfa* is specifically expressed in pigment cells and retinal pigment epithelium (RPE) [28]. 

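The g test of the probe for mitfb, the duplicate of mitfa, gave 0.236 in LD and 0.399 in DD, and the 24-h period was not the dominant one in either condition. Its fitted 24-h amplitudes were 0.66 and 0.58.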

Notably, *mitfb*, a gene duplicate of *mitfa*, does not show circadian rhythm in our microarray result. To validate the function of *mitfa* in zebrafish, we generated *mitfa* MO knock-down zebrafish larvae. The *mitfa* morphants lost melanin production in melanocytes of the fish trunk and had smaller eyes compared to WT and control morphants (Figure S2). It has been reported that *Mitf* directly regulates *Tyr*, *Tyrp1*, and *Dct*, genes encoding three key enzymes involved in melanin synthesis, in addition to other genes involved in melanogenesis in mouse and human [29], [30]. 

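The LD phase of tyrp1b was CT0.541, and the g test gave 0.336 in LD and 0.769 in DD. Its amplitude was 0.36 in LD and 0.18 in DD, and its template for an elevated trough had p = 0.0387, above the limit of 1e-04. The LD phase of dct was CT0.143, with amplitudes of 0.27 and 0.14, a g test of 0.396 in LD and a template p of 0.00113. The 24-h period was not dominant for dct in LD. Neither gene was LD oscillating, except with a straight line removed from each course or without the second 24-h cycle. With a straight line removed, dct also passed the template for an elevated trough.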

In our study, *tyrp1b* (the zebrafish homolog of *Tyrp1*), *slc24a5* (another gene known to be involved in melanogenesis) and *dct* all showed circadian peaks around CT20 in LD, reduced oscillation amplitudes and elevated troughs in DD, similar to *mitfa* (Figure S3). We then measured the mRNA levels of these genes in *mitfa* morphants by real-time PCR. All showed reduced expression in *mitf*a morphants compared to WT and control morphants, suggesting that they are also *mitfa* targets in zebrafish.

We reasoned that the circadian oscillation of *mitfa* expression implies that melanin synthesis also oscillates on a daily basis. To experimentally demonstrate the circadian oscillation of melanin synthesis, we first measured the areas of melanocytes in the head regions of larval zebrafish under LD beginning at 4 dpf (Figure 6A, Materials and Methods) and found a significant circadian rhythm in pigmentation with a peak around CT0 (p<0.001, Fisher's g test, Figure 6B). Then we quantified total melanin concentration using a melanin assay in whole larval zebrafish. The melanin concentration showed a strong circadian rhythm with a circadian phase also around CT0 in LD (p<0.002, Fisher's g test after detrend, Figure 6C) starting at 4 dpf, while the absolute amount of melanin increased during development. To determine the effect of *clock* on pigment synthesis, we examined the melanin concentration rhythm in *clock* morphants. The melanin concentration showed a significantly reduced circadian rhythm in LD compared to control morphants (Figure 6D). Melanin oscillations were not significant in DD in either *clock* morphants or controls (Figure 6E). Similarly, the amplitude of *mitfa* expression was significantly reduced by over 30% in *clock* morphants in LD compared to WT and controls, and oscillations are nearly absent in DD. From this we conclude that the circadian control of melanogenesis is mediated by *mitfa* in zebrafish larvae.

**Figure 6:**
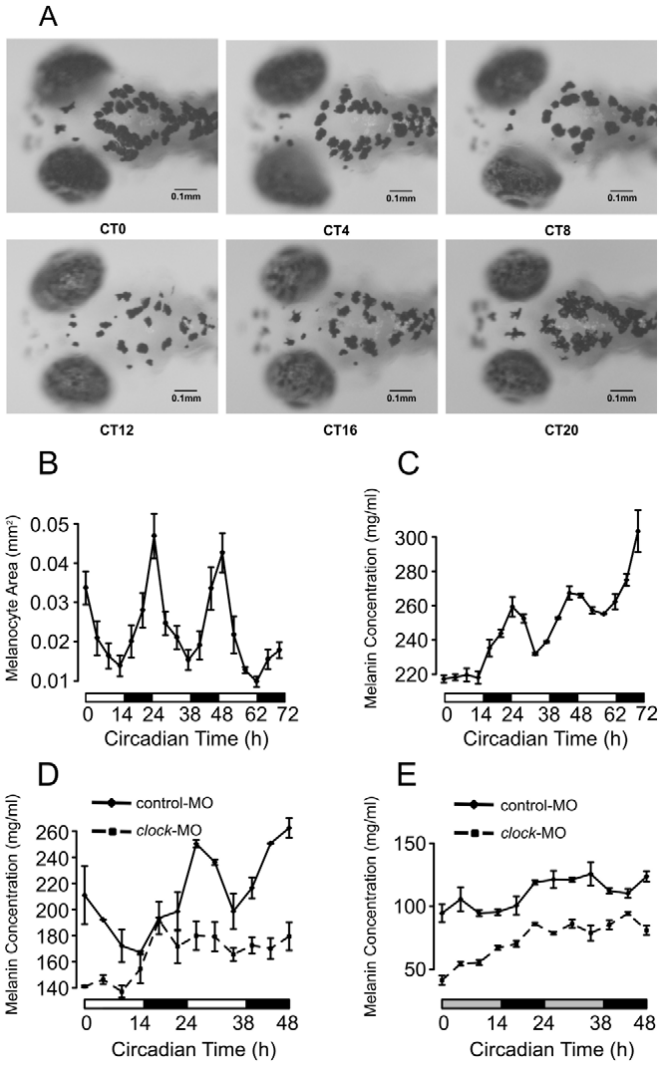
The circadian rhythm of melanogenesis in larval zebrafish. (A) Images of 5 dpf WT larval melanocytes in 4 hour intervals over 24 hours under LD conditions. (B) The area of melanocytes in WT larvae showed robust circadian rhythm in LD starting at 4 dpf (p<0.001, Fisher's g test). (C) Melanin concentrations of WT larvae showed robust circadian rhythm in LD while increasing with time (p<0.002, Fisher's g test after detrend). (D) The rhythm of melanin concentration was abolished in *clock* morphants in LD conditions, while the rhythm in control morphants remained robust. (E) Under DD conditions, the circadian rhythms of melanin concentrations in *clock* morphants and control morphants were not significant.

The melanogenesis signaling pathway has been well-characterized in mammals. Alpha-melanocyte stimulating hormone (α-MSH) activates melanocortin receptor in pigment cells leading to the up-regulation of *Mitf* through cAMP signaling pathway [31]. Consistent with this, we identified a conserved CRE in the promoter of *mitfa* in zebrafish (Figure S4). In mammals corticotropin releasing hormone (CRH) secreted from the paraventricular nucleus (PVN) of the hypothalamus affects the secretion of α-MSH in the pituitary gland thus forming a hypothalamus-pituitary-melanocyte (HPM) axis. In our study, the mRNA level of *crh* shows circadian oscillation at CT9 in LD and reduced amplitude in DD. 

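The current gene symbol of crh is crhb. Its LD phase was CT9.50 with an amplitude of 0.40, and the amplitude in DD was 0.12. The g test gave 0.0775 in LD and 0.970 in DD, and the template for a decreased peak had p = 1.8e-05.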

To examine if the HPM axis controls the expression of *mitfa* in zebrafish, we treated zebrafish larvae with the Crh receptor 1 antagonist antalarmin. We observed significant reduction of *mitfa* expression upon antalarmin treatment at CT0 (Text S1, Figure S5). Thus, it appears as though the circadian oscillation of *mitfa* may be regulated by the *crh* signaling cascade through the HPM axis.

The *mitfa* gene is involved in the early development of the neural crest from which pigment cells are derived [32]. Multiple neural cell types are also derived from the neural crest cells and *mitfa*'s control of melanogenesis is likely to be only one aspect of its function. To investigate the broader regulatory functions of *mitfa* in zebrafish early development, we collected *mitfa* morphants together with WT and control morphants at 48 hpf (hours post-fertilization) and 50 hpf for microarray experiments (Text S1). 

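These samples are 7 Agilent one-colour arrays of pooled larvae, with 1 mitfa morphant, 1 control morphant and 1 WT array at 48 hpf and 2 mitfa morphant, 1 control morphant and 1 WT array at 50 hpf. The 48-hpf arrays lie on 1 slide and the 50-hpf arrays on another, so age and slide form 1 split, which every group spans. By Text S1 the mitfa morphants at 50 hpf had different injected amounts of the morpholino, and they are treated here as 1 group. Per array, 71.3% to 75.3% of the spots lay well above background, with a median of 72.8%, and the median signal of a spot was 2.07 to 2.59 times its background, lower than on the LD and DD arrays. The number of arrays limits the precision. The authors deposited the same kinds of file as for the LD and DD arrays, and quantile normalized these 7 arrays as a set of their own. They were processed here like the LD and DD arrays, as a set of 7, and 30,473 probes of 24,681 genes were tested by limma, with the 3 mitfa morphant arrays against the 4 others. The transcript of mitfa was higher, not lower, in every mitfa morphant array, and the arrays are therefore called the arrays labelled mitfa morphant. The morpholino is an antisense oligonucleotide, and the level of the Mitfa protein is not measured by these arrays. The brightest mitfa probe gave log2 signals of 11.95 at 48 hpf and of 11.57 and 11.45 at 50 hpf in the arrays labelled mitfa morphant. It gave 8.46 and 7.93 in the control morphants and 8.47 and 7.83 in the WT larvae at 48 and 50 hpf. The mean was 11.66 ± 0.26 (SD, n = 3) against 8.17 ± 0.34 (SD, n = 4), a log2 fold change of 3.48 (standard error 0.21, adjusted p = 0.0013 from limma). The log2 fold changes of the other probes of mitfa were 3.48 (standard error 0.27, adjusted p = 0.0052 from limma) and 3.46 (standard error 0.13, adjusted p = 9.5e-05 from limma). The probe of mitfb was not detected on these arrays.

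**Figure D4:**
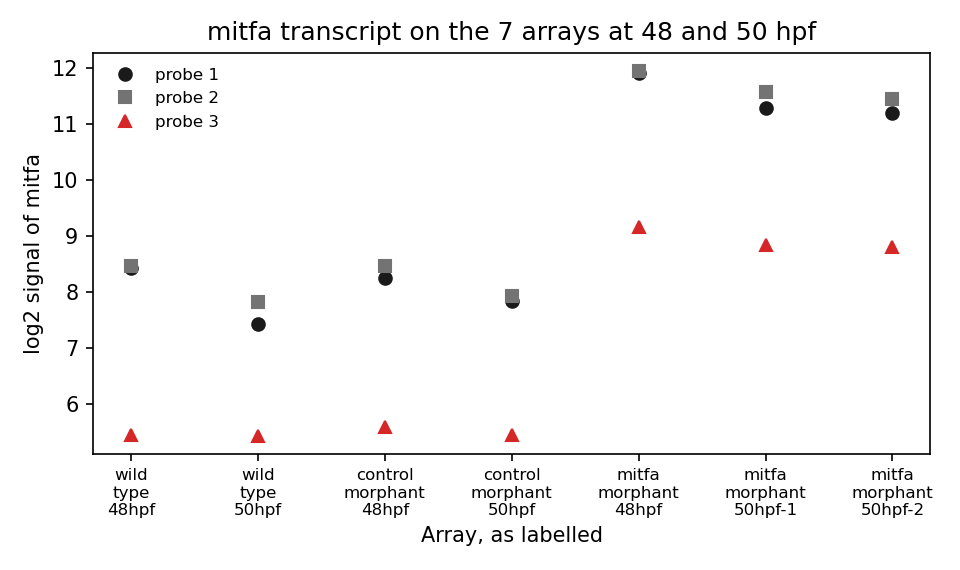
Normalized log2 signal of the 3 mitfa probes on the vertical axis, with 1 point per array for the 7 arrays grouped by label and age on the horizontal axis. The brightest probe lies at 11.45 to 11.95 in the arrays labelled mitfa morphant and at 7.83 to 8.47 in the control morphants and WT larvae.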

We identified 555 down-regulated genes and 691 up-regulated genes in *mitfa* morphants, compared to WT and control larvae (Table S9). In addition to *tyr*, *tyrp1b*, *dct*, and *slc24a5*, we also identified *tcf7l2*, *lef1*, *camk2d2*, and *slc45a2* which are also involved in melanogenesis, as being down-regulated in *mitfa* morphants. 

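At an adjusted p of 5%, limma called 129 genes lower and 208 genes higher in the arrays labelled mitfa morphant, in which the mitfa transcript itself rises, and 6,860 probes had an unadjusted p below 0.05. On all 370 probes called, the 3 arrays labelled mitfa morphant lay apart from the 4 others. Among all probes tested 22.9% were apart in this way, where chance alone gives 5.71%. Of the genes in Table S9, 380 of the down-regulated and 561 of the up-regulated ones were detected, and 379 and 552 of these changed in the direction of the paper's list. Of these, 50 and 138 were called here. The largest decrease among NCBI genes was that of oxt, whose log2 signal was 3.71 ± 0.54 (SD, n = 3) against 6.59 ± 1.00 (SD, n = 4) and was not well above background on 1 of the 3 arrays labelled mitfa morphant, and the largest of all that of the transcript TC438263, with a log2 fold change of -5.53 (standard error 0.99, adjusted p = 0.0488 from limma). The largest increases after mitfa were those of EH588418 with 2.99, TC403104 with 2.89 and rspo1 with 2.64. Over the alternatives other than leaving out 1 array, the numbers ran from 3 lower and 8 higher genes against the control morphants only to 1,071 and 977 by the test of the paper's Methods at the limits seen in Table S9. With the age or the slide as a block limma called 6 lower and 10 higher genes. Leaving out 1 array reduced them to 41 lower and 61 higher genes without the control morphant at 48 hpf, and to 3 lower and 2 to 8 higher genes without any other array.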

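In the arrays labelled mitfa morphant, where the mitfa transcript is raised, tyrp1b had a log2 fold change of -1.03 (standard error 0.17, adjusted p = 0.0470 from limma). Among lower NCBI genes limma called 1 with the age as a block and 0 against the control morphants only. The gene tyrp1b was therefore not called in the latter comparison. The changes of camk2d2, dct, tyr, tcf7l2, lef1 and slc45a2 were -1.01, -0.80, -0.77, -0.73, -0.58 and -0.51, with adjusted p of 0.0506 to 0.0658 from limma. In each of these 7 genes the 3 arrays labelled mitfa morphant lay below the 4 others. In slc24a5 the groups overlapped, with a log2 fold change of -0.52 (standard error 0.19, adjusted p = 0.154 from limma). A list of 15 genes of melanogenesis, which includes these 8, had a median log2 fold change of -0.58 and a mean of -0.59, and 14 of its genes were lower. Over all genes tested, 2 genes of the list were called, and 11 were called adjusted over the list alone, which is not independent evidence, as the study named 8 of the genes from these samples. The list was lower by camera with its preset correlation (p = 9.1e-09), by fry (p = 5.3e-04) and by camera with an estimated correlation (p = 0.00972), all from limma. Between the control morphant and WT arrays its median log2 fold change was -0.18, with 0 genes called by limma over all genes and 0 adjusted over the list alone. For that comparison camera with its preset correlation gave p = 0.0270, fry p = 0.0145 and camera with an estimated correlation p = 0.0775, all from limma, and the list was lower in the control morphants.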

Mapping of the down-regulated genes onto the spatial gene expression atlas revealed that the retina is the most common tissue for their expression. This is consistent with the small eye phenotype of *mitfa* morphants. Genes involved in brain development and the *wnt* signaling pathway are enriched in the down-regulated genes. Of the *mitfa*-affected genes represented by ZCOGs, we found 87 ZCOGs down-regulated and 213 ZCOGs up-regulated in the *mitfa* knock-down. Among these, two TFs, *six3a* and *vsx1*, are involved in retina development and both show circadian peaks at CT16. 

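Of the genes called that were also detected on the LD and DD arrays, 19 of 127 lower and 73 of 205 higher genes were ZCOGs. The share of ZCOGs among all genes tested gave an expected 18.6 and 30.0 genes. The odds ratio was 1.03 for the lower genes (two-sided Fisher's exact test, p = 0.90) and 3.27 for the higher genes (two-sided Fisher's exact test, p = 6.4e-14). The direction is that of the arrays labelled mitfa morphant, in which the mitfa transcript was raised. Against the WT arrays only, the odds ratio for the higher genes was 1.12 (two-sided Fisher's exact test, p = 0.80), and without the control morphant at 48 hpf it was 1.78 (two-sided Fisher's exact test, p = 0.066). Against the control morphants only it was 17.5 (two-sided Fisher's exact test, p = 2.1e-04), with 8 higher genes, and with the age as a block it was 3.89 (two-sided Fisher's exact test, p = 0.046), with 10. With the normexp correction and with 75th percentile scaling it was 3.41 and 3.06. For the lower genes it was 1.31 with the normexp correction (two-sided Fisher's exact test, p = 0.0086) and 0.92 with 75th percentile scaling. At the limits of Text S1, the test of the Methods gave 1.63 for the lower genes (two-sided Fisher's exact test, p = 0.026). It gave 1.57 for the higher genes (two-sided Fisher's exact test, p = 0.085). At the limits seen in Table S9 the odds ratios were 1.04 for the lower and 2.43 for the higher genes. With any 1 array left out, 0 to 9 lower and 2 to 14 higher genes were ZCOGs.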

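The phase of six3a was CT17.4, from CT16.7 in LD and CT18.1 in DD, and that of vsx1 was CT15.8 in both conditions. In the arrays labelled mitfa morphant, vsx1 was 8.30 ± 0.70 (SD, n = 3) against 10.70 ± 0.73 (SD, n = 4) in the others, a log2 fold change of -2.41 (standard error 0.44, adjusted p = 0.0506 from limma). That of six3a was -0.57 (standard error 0.14, adjusted p = 0.0753 from limma). In both genes the 3 arrays lay below the 4 others, and neither passed an adjusted p of 5%.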

We conclude that, in addition to mediating circadian melanogenesis, *mitfa* is also likely to mediate circadian control of early development in other tissues such as the retina.

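The difference between the arrays labelled mitfa morphant and the others was compared between 48 and 50 hpf, and limma called 0 probes for which it depended on age, with a smallest adjusted p of 0.997 and 1,212 probes at an unadjusted p below 0.05. Between the control morphant and the WT arrays limma called 1 probe, which was lower in the control morphants with an adjusted p of 0.0379, and 3,965 probes had an unadjusted p below 0.05. From the down-regulated genes, their places of expression and the ZCOGs among them, the paper proposes that mitfa has a role in development beyond pigment cells.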

## Discussion

Until now, studies of circadian rhythm have been limited to a handful of organisms such as mouse, fruitfly, Neurospora [33], cyanobacteria [34], and Arabidopsis [35], species with large evolutionary distances separating them. Mouse is the only vertebrate species in which the circadian rhythm has been extensively studied. However, other vertebrate model systems have been largely unexplored. In recent years, zebrafish has become a model organism to study the vertebrate circadian rhythm, including at the molecular level [36], [37]. Our results suggest that the molecular mechanism of the zebrafish circadian rhythm has many characteristics in common with the mammalian system. Following the duplication of many core circadian genes in zebrafish, the relative phase relationship of the duplicates has been largely conserved. Our genome-wide comparison of circadian gene expression between zebrafish and mouse identified novel evolutionarily conserved circadian genes in vertebrates that deserve further functional studies in both species.

The transparent nature of larval zebrafish has also made it an excellent system to study light entrainment of the circadian rhythm. Our study shows that the amplitudes of many circadian oscillating genes are significantly reduced in DD compared to LD but their phases are still similar between LD and DD. Comparing gene expression under LD and DD conditions, we discovered that circadian gene expression was induced by light in a progressive manner. The fast light-induced genes showed the most dramatic up-regulation, within eight hours of light-onset. In comparison, expression of the slow light-induced genes rose slowly and reached their peak only near the time of light-off. The transcripts of slow light-induced genes may have longer degradation times than those of fast light-induced genes [6]. Gavriouchkina et al. (2010) identified a set of light-induced genes in zebrafish from a light exposure experiment in early embryos [38]. Among the 19 light-induced genes identified in their experiment, we detected 16 on our microarray. Twelve of these 16 light-induced genes were identified as fast light-induced genes except for *cry2a* and *cry2b* which were identified as slow light-induced genes in our study. 

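Table S10 gives 3 fast and 1 slow light-induced genes from the study of Gavriouchkina et al. alone, and 9 fast and 1 slow genes that another study found as well. On the LD and DD arrays, 2 of the 3 and 7 of the 9 fast genes fell in the same class, as did both slow genes.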

The light-exposed samples in Gavriouchkina et al.'s experiment were collected after nine hours of light exposure which is close to the time to reach peak expression after light-onset among our fast light-induced genes. Weger et al. (2011) analyzed light-induced transcriptome change in zebrafish larvae, heart and cell cultures after one and three hours of light exposure [39]. Although very few genes changed their expression after one hour of light exposure, after three hours of light exposure 74 were up-regulated and 24 down-regulated in larvae. Among the up-regulated genes, we identified 32 as being fast light-induced genes and 8 as slow light-induced genes in our study (Table S10). 

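Of the genes that Table S10 gives from the study of Weger et al. alone, 22 of the 23 fast light-induced genes were detected on the LD and DD arrays, and 16 fell in the same class. The 7 slow genes were all detected, and 6 fell in the same class.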

Notably, none of the 24 down-regulated genes in Weger et al's study overlap with the dark-induced genes in our study. The distinct kinetics of light induction has also been observed in Neurospora [7] and Drosophila [40]. In Neurospora, early light response genes peak within minutes and late light response genes peak after 30 minutes or more, response times which are much faster than observed in zebrafish. In our study, *tefa* is a fast light-induced TF binding the D-BOX, whose expression spikes at CT4 under LD. 

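The highest log2 signals of tefa in LD were 15.86 at 4 h and 15.81 at 28 h. Its fitted phase in DD was CT2.96, and the g test gave 0.00249 in LD and 0.0180 in DD.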

Our promoter analysis also supports the possibility that D-BOX is enriched in the promoters of fast light-induced genes. Among ZCOGs, the targets of D-BOX were enriched around CT5 at which time fast light-induced genes reach their peaks (Figure 2). Thus we conclude that the up-regulation of fast light-induced genes is under the direct control of light via D-BOX. This observation is consistent with the results of Gavriouchkina et al (2010), in which light-induced genes were mostly regulated by *tef*. Vatine et al. (2009) have shown that light entrains circadian rhythm via D-BOX in *per2*'s promoter [41]. In Neurospora, the light responses largely depend on the white collar complex (WCC), which consists of WC-1 and WC-2, via an early light response element (ELRE). D-BOX performs a similar role in fast light-induced genes in zebrafish. Dark-induced genes have been previously observed in both Arabidopsis [42] and cyanobacteria [43]. Fast light-induced genes in zebrafish include core clock genes such as *per2*. Therefore dark-induced genes and slow light-induced genes are likely to be regulated by fast light-induced genes through clock regulatory mechanism. In support of this, the expression of *clock* gene increases during the DD to LL experiment, reaching the peak at CT12 in subjective time. Further studies are needed to separate the direct light-response from the indirect clock regulation. Among the dark-induced genes, *aanat1*, a key enzyme that synthesizes melatonin at night, is known to be suppressed by light in the zebrafish retina [44]. In addition, the mouse homolog of dopamine D4 receptor (*drd4a*) has also been reported to be involved in dark sensing [45]. We also observed that two dark-induced genes, *mitfa* and *slc24a5*, are involved in melanogenesis, which led us to investigate the circadian and photic controls of melanogenesis in more detail.

On considering previous studies of circadian rhythm in mouse [5], [46], we find that our zebrafish network contains homologs of many known mouse circadian TFs. The basic core transcriptional feedback loops are similar in these two networks. However, the zebrafish network includes a number of novel TFs showing circadian rhythm in zebrafish larvae. Among them, only *crx* has been previously associated with circadian functions. It has been proposed that *Crx* and cAMP responsive TFs synergistically activate *Aanat* and *Asmt*, which encode the two enzymes synthesizing melatonin in rat pineal gland [47]. The mRNA level of *Crx* in rat pineal gland showed a circadian peak in the middle of night. In our result, the circadian phase of *crx* (CT17) also occurs in the middle of night and just precedes the circadian phase of *aanat1* (CT20), the zebrafish homolog of *Aanat*. 

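The phase of crx was CT16.6, from CT17.4 in LD and CT15.9 in DD, and that of aanat1 was CT19.9. The g test of crx gave 0.351 in LD and 0.0274 in DD, with amplitudes of 0.22 and 0.27. It was not a ZCOG with a straight line removed, with 75th percentile scaling, or with either 24-h cycle left out. The g test of aanat1 gave 0.00299 in LD and 0.282 in DD.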

Similar to mouse, zebrafish *crx* is also expressed in retina in addition to epiphysis [15]. *Crx*-deficient mice were affected in circadian entrainment as well as photoreceptor- and pineal-specific gene expression [48]. Among the *Crx*-targeted genes identified in ChIP-seq experiments in the mouse retina [49], we identified 40 of them as having zebrafish homologs exhibiting circadian oscillation, including the retinal arrestin gene and prostaglandin synthases.

The target genes of some circadian TFs tend to peak at a specific time of day. 

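The phase of yy1a was CT12.6, from CT11.7 in LD and CT13.5 in DD. Its amplitude was 0.24 in LD and 0.22 in DD, and the g test gave 0.00820 and 0.108.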

We predicted that *yy1a*, oscillating at CT12, regulates a group of mitochondrial genes oscillating around CT0. Support for this prediction comes from a *Yy1* ChIP-seq assay in human cells that identified *Yy1* targets as being enriched in mitochondrial genes [50]. The coordinated oscillation of genes in the mitochondrial respiratory chain has also been observed with mouse SCN [51]. This was suggested to provide the maximal metabolic output during the active phase of SCN neurons [52]. The time-lag between circadian TF peaks and that of their targets can vary from immediate up to 12 hours. This is likely to reflect differences between TFs with respect to time delays in their translation and the trans-activation of their target *cis*-regulatory elements.

The circadian system in the whole zebrafish larva consists of a collection of peripheral clocks [37], [53]. Although the mRNAs collected from zebrafish larvae are a mixture of transcripts originating from different tissues, we could associate different transcripts with tissues or cell types of expression using the spatial expression atlas in zebrafish. We observed that many circadian TFs show tissue- or cell-type specific expression. We postulated that they are effectors of tissue-specific circadian output from core circadian genes via transcriptional cascades, as implied by the reduction of their amplitude or loss of their rhythmicity in *clock* morphants. This may be the key to explaining why such a wide range of circadian functions can be driven by a handful of core circadian genes. We then focused on *mitfa*, a novel circadian TF governing melanogenesis and found not only that melanogenesis followed a circadian rhythm but that this was mediated by circadian oscillation of *mitfa*.

Interestingly, a similar pathway mediating circadian control of melanogenesis has been elucidated for the circadian control of cortisol synthesis in adrenal gland along the hypothalamus-pituitary-adrenal (HPA) axis in mouse [54]. In the HPA axis, adrenocorticotropic hormone (ACTH) is released by the pituitary gland to stimulate cortisol release in the adrenal gland. In fact, ACTH and α-MSH are generated from the same protein precursor: proopiomelanocortin (POMC) in the pituitary gland. Thus, it is conceivable that the HPM axis governs the circadian synthesis of melanin in zebrafish melanocytes in the same way as the HPA axis governs circadian synthesis of cortisol in the mammalian adrenal gland. The dark-inducing or light-suppressing signals may be first transmitted to the hypothalamus from the retina and then relayed to melanocytes through the HPM axis. However, the circadian system in zebrafish has a very different organization from that of the mouse, as individual peripheral clocks in zebrafish are directly light responsive [53], [55]. Our whole-larva study cannot distinguish the direct impact of light on peripheral clocks from the indirect systemic effects based on light input to specialized photoreceptor tissues such as the pineal complex and deep brain photoreceptors. It is possible that the light signals enter melanocytes and influence the local clock directly. Although melanogenesis is strongly activated by darkness, it is not entirely driven by the light/dark cycle because residual circadian oscillations in *mitfa* and *slc24a5* still persist even under DD conditions. This is perhaps a consequence of the persistent oscillation of cAMP level governed by the local clock. In the zebrafish retina, the concentration of cAMP oscillated in a circadian manner and was regulated by the *clock* gene [56]. Furthermore, the circadian phase of cAMP concentration is in the subjective early morning, close to the peak time of *mitfa*. Another dark-induced gene, *aanat1*, is also regulated by the cAMP signaling pathway [57]. 

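Under DD, adcy2b had a phase of CT17.0 with an amplitude of 0.20, and the g test gave 0.249 with a dominant 24-h period. Under LD the 24-h period was not dominant, with a g test of 0.865. No probe was matched to the second adenylate cyclase, LOC560410.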

In our study, two adenylate cyclases, *adcy2b* and *adcy8l* (*LOC560410*), showed circadian oscillation at CT16 under DD conditions, indicating that cAMP level is likely to be still oscillating under DD conditions in melanocytes. In combination, local clock and external photic signals may synergistically control melanogenesis mediated by *mitfa*.

Organisms can use circadian rhythms to control their specific physiological behavior in adapting to their own ecological niche. In Neurospora, four genes encoding enzymes in the consecutive steps of the carotenoid biosynthesis pathway, which produces photoprotective pigments, are all early light-induced [7]. In contrast, in zebrafish larvae, melanin synthesis is dark-induced which may lead to skin color adaptation to their environment so that they can better evade predators. This may also help them to adjust their daily light-sensitivity in pigment cells. The melanin biosynthesis pathway regulated by *mitfa* conforms to a network motif common in gene regulatory networks, namely the single-input module (SIM), a master TF controlling a group of target genes [58]. A SIM can generate temporal order of gene expression in metabolic pathways such as arginine biosynthesis in *E.coli* [59]. The wiring of such modules in the circadian pathway may have evolved to generate a daily change of pigmentation in larval zebrafish.

Tissue-specific TFs such as *mitfa* mediate the circadian control of the central circadian clock by receiving inputs from the central clock and relaying signals to multiple targets, thus generating circadian-linked physiological changes such as circadian melanin synthesis. This phenomenon is not unique to zebrafish. In the mouse heart, the circadian cycle controls cardiac arrhythmogenesis through a *Bmal1*/*Clock* targeted TF, kruppel-like factor 15 (*Klf15*) [60]. *Klf15* then regulates the circadian expression of Kv channel-interacting protein 2 (*KChIP2*) thus leading to a daily change of susceptibility to heart arrhythmia. Notably, TF-encoding genes are enriched among *Bmal1* targets in a genome-wide ChIP-seq experiment [6]. Mouse homologs of zebrafish circadian TFs investigated in this study (e.g. *Mef2a*, *Foxo3*, *Ppargc1b*, *Smad1*, and *Maf*) have been identified as *Bmal1* targets in mouse. *Mef2a* in heart, *Smad3* in skeletal muscle, and *Ppargc1b* and *Foxo3* in liver showed strong circadian oscillations in their respective tissues [5]. Their tissue-specific circadian functions merit further investigation. Our results suggest that the transcriptional cascade via TFs from a central clock is a universal mechanism that generates diverse circadian functions in all complex organisms.

## Materials and Methods

### Animals

WT AB strain adult zebrafish (*Danio rerio*) were obtained from the National Zebrafish Resources of China (Shanghai Institutes for Biological Sciences). Fertilized embryos were collected in the morning shortly after lights-on. Zebrafish larvae were maintained in the incubator at 28°C under 14 h∶10 h light/dark cycle from birth. The light was turned on at 9:00 and turned off at 23:00. The luminance during light exposure was determined to be about 1000 lux as measured by a digital luxmeter (Model ZDS-10, SHXL) on the water surface. Zebrafish handling procedures were approved by the Institute of Neuroscience, Shanghai Institutes for Biological Sciences, Chinese Academy of Sciences.

### Sample collection

To examine the circadian gene expression of larval zebrafish, we continuously collected larval samples for microarray analysis starting at 5 dpf in both LD (14 h∶10 h light/dark) and DD (constant dark) conditions, respectively. WT larvae were raised in 14 h∶10 h LD conditions from birth to 4 dpf. At 4 dpf, the larvae were transferred to 24 dishes (35 mm) each containing 40 larvae. Before lights-on at 5 dpf, 12 dishes remained in the LD conditions and the other 12 dishes were placed in the DD conditions. A total of 40 larvae/dish in LD conditions and 40 larvae/dish in DD conditions were sampled simultaneously at 4 h intervals starting at CT0 (CT0 = lights-on at 9:00) of 5 dpf for 12 time points. None of the larvae in the samples was found to have died during this process. The larvae were sucked into freezing tubes, removed of water, frozen immediately in liquid nitrogen, and stored at −80°C. The collection of samples under dark was performed under dim red light.

### Zebrafish microarray

Total RNA of larval sample was extracted using Trizol (Invitrogen) according to the manufacturer's instructions. The quantity and quality of the RNA samples were assessed with a NanoDrop ND-1000 spectrometer (NanoDrop Technologies) and an Agilent 2100 bioanalyzer (Agilent). 12 LD RNA samples and 12 DD RNA samples were used for Agilent whole zebrafish 4x44K microarrays, consisting of 43,603 probes providing a whole-genome transcriptional profile. Purified total RNA of each sample was amplified and labeled with a fluorescent dye Cyanine 3 (Cy3) using a low-RNA input linear amplification kit following the manufacturer's protocol (5184-3523, Agilent). Cy3-labeled cRNA (800 ng each) was hybridized to the zebrafish microarray (G5219F, Agilent) for 17 h at 65°C. The hybridized microarrays were then washed according to the manufacturer's protocol. Microarray results were extracted using Agilent G2565BA Scanner and Feature Extraction software (v10.5.1, Agilent), and subsequently analyzed by Gene-Spring GX software (v11.0.1, Agilent).

### Microarray data analysis

Microarray data were quantile normalized. The probe sets detected in 75% of the samples were kept for downstream analyses. The annotations for Agilent probe sets including gene names, gene symbols, RefSeq accessions, Genbank accessions, UniGene IDs, Entrez Gene IDs, Ensembl IDs, and TIGR IDs were obtained from the Agilent whole zebrafish 4x44K Microarrays annotation website (http://www.home.agilent.com/agilent/). For the probe sets with no Gene IDs assigned, we used information contained in the NCBI (Gene and RefSeq accessions) and ZFIN databases to provide further annotation (Text S1). Gene descriptions are based on genome release Zv9 in the Ensembl database (release 56). The microarray data have been deposited in GEO under accession: GSE37332.

Time-series of microarray expression values were converted from time domain to frequency domain using discrete Fourier transform algorithm. The significance of the observed periodicity compared to random noise was estimated by Fisher's g-test [61] from the GeneCycle package [62] in R. We chose a dominant period of 24 h to identify circadian oscillating genes in our data. The false discovery rate (FDR) was estimated by performing Fisher's g-test on randomly permuted time-series data 1,000 times. The FDR for genes oscillating in both LD and DD (ZCOGs) was estimated from permutations of LD and DD data simultaneously. The selection criteria used were as follows: g-test p values less than 0.5 in LD and g-test p values less than 0.5 in DD with dominant period as 24 h each corresponded to an overall FDR less than 5%. Circadian phases were estimated by fitting the time-series data to a set of cosine curves with 24 h periods but shifting phases [5].

To identify the genes affected by light-entrainment, we searched for the DD amplitude-reduced genes reflecting either decreased peaks or elevated troughs among LD oscillating genes. We fitted the joint LD/DD gene expression values to a set of cosine curves with 24 h periods of shifting phases in LD but constant levels at either +1 (elevated troughs) or −1 (decreased peaks) in DD. A G-test p value less than 0.15 was used to select 3,677 LD oscillating genes (FDR≤10%). A p value less than 0.0001 was used in the fit of joint LD/DD expression values. Among the peak-decreased genes, those with LD phases between CT2 and CT16 were defined as light-induced genes. A delay of 2 hours from light period was used here so that the gene expression increases after light onset. In addition, the light-induced genes with LD phases between CT2 and CT8 were defined as fast light-induced genes and those with LD phases between CT8 and CT16 were defined as slow light-induced genes. Among the trough-elevated genes, those with LD phases between CT16 and CT24 or between CT0 and CT2 were defined as dark-induced genes.

### Light and dark-induced gene expression assay

To examine the expression of light- and dark-induced genes upon light or dark exposure, we raised WT larval zebrafish from birth to 4 dpf at 28°C in DD (constant dark) and LL (constant light) conditions respectively. At CT0 at 5dpf, DD-control larvae remained in DD and DD-LL larvae were transferred to LL conditions. Similarly, LL-control larvae remained in LL and LL-DD larvae were transferred to DD conditions. Twenty five larvae per sample in each group were collected at CT0, CT1, CT2, CT3, CT4, CT6, CT8, CT12, CT16, and CT20 at 5dpf. None of the larvae in the samples was found to have died during this process. The larvae were sucked into freezing tubes, cleared of water, frozen immediately in liquid nitrogen, and stored at −80°C. The collection of samples under dark was performed under dim red light. Real-time PCR was performed to determine the expression of different types of light- and dark-induced genes.

### Promoter analysis of zebrafish genes

The gene annotations and repeat-masked genome sequences for the five teleost species zebrafish, fugu, medaka, stickleback, and Tetraodon were downloaded from ENSEMBL (version 62). Promoter sequences, defined as the region 1 kb upstream to 200 bp downstream of the transcriptional start site (TSS), were extracted from each species using Perl Scripts. For each zebrafish gene, we obtained their orthologous gene information in the other four fish species using ENSEMBL homologs data (version 62). The Pscan program was applied to calculate the enrichment of TF motifs given by TRANSFAC vertebrate TF database for each group of orthologous fish genes [63]. The enriched TF motifs with a p value<0.01 and ranking at least in the top 20 were selected for each orthologous gene group. Fisher's exact test was further applied to calculate the enrichment of TF motifs in a given gene set. For each circadian TF, a sliding window approach described in our previous work [5] was applied to identify the specific time window when their putative targets are enriched.

### Co-expression group analysis

In order to identify co-expressed zebrafish genes, we downloaded all the zebrafish Affymetrix array data with raw data in CEL format deposited in GEO, comprising 57 experiments in total. The raw data were normalized by the rma method. Pearson's correlation coefficient was calculated for each pair of genes. A gene pair was considered to be co-expressed if their Pearson's correlation coefficient is larger than 0.6 and each gene is within the top 20 most correlated genes of the other member of the pair. Using this criterion, 9,926 genes can have at least one other co-expressed gene. The Qcut program [64] was applied to cluster the genes according to their Pearson's correlation coefficients. In total, we obtained 536 clusters of which 435 contained probe sets that can be mapped to the genes on our Agilent zebrafish microarray. For these 435 groups of genes, we calculated the enrichments of the circadian genes, circadian phase, and TF binding sites respectively using Fisher's exact test.

### Circadian gene regulatory network

The circadian gene regulatory network consisted of circadian TFs and their DNA-binding motifs. They were connected by TF-motif and motif-target relationships. Usually, several similar motifs corresponded to one TF. We grouped the motifs using the motif grouping information in TRANSFAC. The smallest p-value of motif-target predictions in the motif group was selected as the p-value of the motif group with the target. The motif-target prediction with p value<0.01 within the top five target predictions for a given motif was used as the criteria to select the motif-target pairs. Fisher's exact tests were used to calculate the enrichment of TF binding sites for the genes expressed in each tissue. The network was visualized using the Cytoscape program [65].

### Morpholino injection

Morpholinos oligonucleotides (MOs) were purchased from Gene Tools. All MOs except standard control were designed to target the start codon region of the genes. The sequence of the *clock* MO was 5′-CAT CCC GGT CTA TGC TGG AGG TCA T-3′ as previously used by Li et al. [56]. The sequence of the *mitfa* (*nacre*) MO was 5′-CAT GTT CAA CTA TGT GTT AGC TTC A -3′ as previously described [66]. The sequence of the standard control MO was 5′-CCT CTT ACC TCA GTT ACA ATT TAT A-3′. MOs were used at the following final doses: *clock* MO: 2.5 ng; *mitfa* MO: 9 ng or 13 ng (microarray analysis). MOs were pressure-injected into 1- to 2-cell stage embryos at a volume of 1 nl using Picospritzer II injectors as previously described [67]. Each MO sample contained 40 individually treated larvae.

### Melanocyte area measurement

WT larvae were raised in a 14 h∶10 h LD cycle from birth to 3 dpf at 28°C. From CT0 of 4 dpf, 10–15 larvae were collected under LD conditions at 4 h intervals for a 72 h period. Larvae were fixed with 4% paraformaldehyde (PFA) for 12 h at 4°C and were then embedded in 1% low melting point agarose. Images were taken using an Olympus microscope SZX16 equipped with a DP71 CCD camera controlled by DP Controller software. The covered area of melanocyte was measured in a 1,360×1,024 pixel frame in the head region from the pineal gland to the optic vesicles excluding the eyes using ImageJ 1.41 software.

### Melanin quantification assay

WT and MO-injected larvae were raised in 14 h∶10 h LD cycle from birth to 3 dpf at 28°C. WT larvae were collected in LD from CT0 of 4 dpf at 4 h intervals for 72 hours. Control MO and *clock* MO-injected larvae were collected under both LD and DD conditions simultaneously from CT0 of 4 dpf at 4 h intervals for 48 hours. Each time point consisted of two or three sample replicates and each sample contained 15 individual larvae. The melanin quantification assay protocol used was based on the published work by Maldonado et al. [68] with minor modifications. Briefly, 15 larvae per sample were placed in 300 µl buffer (20 mM Tris-HCl, 2 mM EGTA, 1 mM PMSF, pH 7.1). They were immediately placed on ice to anesthetize the larvae and then stored at −80°C. The amount of melanin was measured as follows: whole bodies of larvae were homogenized with a disposable pestle (T10, IKA). Then 100 µl DMSO, 500 µl of 2M NaOH and 100 µl dH_2_O were added to each tube. The standard melanin was freshly made from the common cuttlefish (*Sepia officinalis*) (M2649, Sigma) at 1 mg/ml in 1% hydrogen peroxide and diluted to a concentration gradient of 0 µg/ml, 50 µg/ml, 100 µg/ml, 200 µg/ml, 300 µg/ml, and 400 µg/ml. The larval samples and standards were then heated for 2 h at 80°C and centrifuged at 12,000 g for 10 min. The supernatant was collected and the absorbance analyzed at 350 nm using FlexStation 3 (Molecular Devices Inc.). The melanin quantities were obtained by a linear fit to the standard curve using the OriginPro 8 software.

## Supporting Information

Figure S1 Zebrafish larva locomotor activity recording system. (A) An infrared behavioral monitoring platform. The locomotor activities of all larvae in the 96-well plate can be tracked simultaneously. The activity curve of a selected fish in the red rectangle was displayed in real time on the computer screen. The color of the curve reflected the intensity of the locomotion: white, lower than freezing threshold; red, higher than burst threshold; green, between freezing threshold and burst threshold. Freezing threshold and burst threshold parameters for detection were matched to visual observation of the locomotion of single larva. (B) Locomotor activities of larval zebrafish beginning at 5 dpf of development exhibited robust circadian rhythm in LD and the rhythmicity persisted in DD but with reduced amplitude. The average activities of 10 larvae were plotted. The y-axis indicates the mean value of pixels per second. The x-axis indicates light (white) and dark (black) in LD, subjective day (grey) and subjective night (black) in DD.
(TIFF) Click here for additional data file.

Figure S2 *Mitfa* MO knock-down leads to loss of pigmentation in the trunk and smaller eyes. Phenotypes of WT (A–B), control morphants (C–D) and *mitfa* morphants (E–F) at 48 hpf are shown.
(TIF) Click here for additional data file.

Figure S3 The circadian expression of four dark-induced genes: *tyrp1b*, *slc24a5*, *dct* and *mitfa* on the microarrays are shown. These four genes have been known to be involved in melanogenesis.
(TIFF) Click here for additional data file.

Figure S4 Multiple sequence alignment of the promoters of *mitfa* in fish species reveals a conserved CRE.
(TIFF) Click here for additional data file.

Figure S5 Crh receptor1 antagonist antalarmin treatment to 5 dpf larvae. Antalarmin repressed *mitfa* expression level at CT0. *gapdh* was used as a control. The lowest log2-transformed expression level for each gene was normalized to zero. Error bars represent the standard error of mean (SEM) among independent replicates. (***P<0.001, unpaired two-tailed Student's t-test).
(TIFF) Click here for additional data file.

Table S1 Zebrafish circadian oscillating genes.
(PDF) Click here for additional data file.

Table S2 Functional enrichment of ZCOGs (P<0.01).
(PDF) Click here for additional data file.

Table S3 ZCOGs with mouse circadian gene homologs.
(PDF) Click here for additional data file.

Table S4 Genes affected by light entrainment.
(PDF) Click here for additional data file.

Table S5 Primers used for real-time PCR.
(PDF) Click here for additional data file.

Table S6 Transcription factors in zebrafish circadian oscillating genes.
(PDF) Click here for additional data file.

Table S7 Circadian phase of transcription factor and their targets.
(PDF) Click here for additional data file.

Table S8 Enrichment of co-expressed genes in circadian genes, circadian phase, and TF binding sites.
(PDF) Click here for additional data file.

Table S9 Up/Down regulated genes of *mitfa* KD.
(PDF) Click here for additional data file.

Table S10 Comparison of our light-induced genes with Gavriouchkina et al (2010) and Weger et al. (2011) studies.
(PDF) Click here for additional data file.

Text S1 Supplementary Materials and Methods.
(DOC) Click here for additional data file.

# Supplementary material for: Analysis of a Gene Regulatory Cascade Mediating Circadian Rhythm in Zebrafish
**Source:** PLoS Comput Biol. 2013 Feb 28;9(2):e1002940. doi: 10.1371/journal.pcbi.1002940
**Supplement:** Table S2 — Functional enrichment of ZCOGs (P<0.01).

**Table S2: Functional enrichment of ZCOGs (P <0.01)**

| Term Type     | Term ID     | Included gene number | Fisher P_Value | Odds Ratio | Term Name                                             |
|---------------|-------------|----------------------|----------------|------------|-------------------------------------------------------|
| Gene Ontology | GO:0009416  | 20                   | 2.17E-06       | 4.95       | response to light stimulus                            |
| Gene Ontology | GO:0009648  | 9                    | 9.61E-06       | 19.92      | photoperiodism                                        |
| Gene Ontology | GO:0009628  | 26                   | 1.96E-03       | 2.18       | response to abiotic stimulus                          |
| Gene Ontology | GO:0007623  | 7                    | 2.44E-03       | 6.18       | circadian rhythm                                      |
| Gene Ontology | GO:0022857  | 33                   | 4.46E-03       | 1.86       | transmembrane transporter activity                    |
| Gene Ontology | GO:0005215  | 34                   | 5.68E-03       | 1.80       | transporter activity                                  |
| Gene Ontology | GO:0017076  | 9                    | 5.88E-03       | 3.62       | purine nucleotide binding                             |
| Gene Ontology | GO:0022890  | 13                   | 6.44E-03       | 2.74       | inorganic cation transmembrane transporter activity   |
| Gene Ontology | GO:0048546  | 8                    | 6.74E-03       | 3.93       | digestive tract morphogenesis                         |
| Gene Ontology | GO:0015840  | 6                    | 7.88E-03       | 5.30       | urea transport                                        |
| Gene Ontology | GO:0030522  | 6                    | 7.88E-03       | 5.30       | intracellular receptor mediated signaling pathway     |
| Gene Ontology | GO:0042886  | 6                    | 7.88E-03       | 5.30       | amide transport                                       |
| Gene Ontology | GO:0022891  | 29                   | 8.60E-03       | 1.84       | substrate-specific transmembrane transporter activity |
| KEGG Pathway  | dre04710    | 21                   | 2.87E-10       | 11.18      | Circadian rhythm - mammal                             |
| KEGG Pathway  | dre03050    | 22                   | 8.88E-05       | 3.19       | Proteasome                                            |
| KEGG Pathway  | dre04146    | 27                   | 6.09E-04       | 2.35       | Peroxisome                                            |
| KEGG Pathway  | dre03008    | 24                   | 1.90E-03       | 2.25       | Ribosome biogenesis in eukaryotes                     |
| KEGG Pathway  | dre00980    | 15                   | 2.02E-03       | 2.99       | Metabolism of xenobiotics by cytochrome P450          |
| Tissues       | ZFA:0000143 | 46                   | 2.98E-09       | 3.45       | retinal photoreceptor layer                           |
| Tissues       | ZFA:0001076 | 68                   | 3.81E-07       | 2.24       | intestinal bulb                                       |
| Tissues       | ZFA:0001678 | 160                  | 2.73E-06       | 1.61       | immature eye                                          |
| Tissues       | ZFA:0000152 | 267                  | 3.00E-06       | 1.46       | retina                                                |
| Tissues       | ZFA:0009262 | 16                   | 3.59E-06       | 6.34       | retinal cone cell                                     |
| Tissues       | ZFA:0000279 | 86                   | 4.81E-05       | 1.74       | segmental plate                                       |
| Tissues       | ZFA:0000088 | 120                  | 5.06E-05       | 1.60       | YSL                                                   |
| Tissues       | ZFA:0001357 | 96                   | 5.84E-05       | 1.68       | alar plate midbrain region                            |
| Tissues       | ZFA:0000155 | 224                  | 7.75E-05       | 1.40       | somite                                                |
| Tissues       | ZFA:0001056 | 146                  | 1.29E-04       | 1.49       | myotome                                               |
| Tissues       | ZFA:0000123 | 211                  | 1.33E-04       | 1.40       | liver                                                 |
| Tissues       | ZFA:0001464 | 17                   | 3.18E-04       | 3.37       | retinal outer nuclear layer                           |
| Tissues       | ZFA:0000019 | 101                  | 5.19E-04       | 1.54       | epiphysis                                             |
| Tissues       | ZFA:0000095 | 137                  | 1.14E-03       | 1.41       | pharyngeal arch 3-7 skeleton                          |
| Tissues       | ZFA:0000112 | 134                  | 1.93E-03       | 1.39       | gut                                                   |
| Tissues       | ZFA:0001130 | 4                    | 5.30E-03       | 17.30      | pharyngeal pouch 2                                    |

**Table S2: Functional enrichment of ZCOGs (P <0.01)**

| Term Type | Term ID     | Included gene number | Fisher P_Value | Odds Ratio | Term Name                           |
|-----------|-------------|----------------------|----------------|------------|-------------------------------------|
| Tissues   | ZFA:0001390 | 30                   | 6.36E-03       | 1.87       | pancreatic bud                      |
| Tissues   | ZFA:0000119 | 55                   | 6.78E-03       | 1.57       | retinal inner nuclear layer         |
| Tissues   | ZFA:0000132 | 110                  | 8.31E-03       | 1.36       | neural plate                        |
| Tissues   | ZFA:0000173 | 6                    | 8.51E-03       | 5.20       | bulbus arteriosus                   |
| Tissues   | ZFA:0001621 | 6                    | 8.51E-03       | 5.20       | pronephric proximal straight tubule |

# Supplementary material for: Analysis of a Gene Regulatory Cascade Mediating Circadian Rhythm in Zebrafish
**Source:** PLoS Comput Biol. 2013 Feb 28;9(2):e1002940. doi: 10.1371/journal.pcbi.1002940
**Supplement:** Table S3 — ZCOGs with mouse circadian gene homologs.

**Table S3: ZCOGs with mouse circadian gene homologs.**

| <b>Mouse</b>  |                       |                                                   | <b>Mouse</b>      | <b>Zebrafish</b>  |
|---------------|-----------------------|---------------------------------------------------|-------------------|-------------------|
| <b>Gene</b>   | <b>Zebrafish Gene</b> |                                                   | <b>Gene phase</b> | <b>Gene phase</b> |
| <b>Symbol</b> | <b>Symbol</b>         | <b>Evidence</b>                                   |                   |                   |
| Acs1          | zgc:101071            | NCBI HomoloGene,Ensembl Orthology                 | 7.2               | 0.7               |
| Acs1          | acsl1                 | Inparanoid,NCBI HomoloGene,Ensembl Orthology      | 7.2               | 4.0               |
| Acs15         | acsl5                 | Inparanoid,NCBI HomoloGene,ZFIN,Ensembl Orthology | 1.4               | 5.1               |
| Arntl         | arntl1b               | ZFIN,Ensembl Orthology                            | 22.4              | 12.8              |
| Arntl         | arntl1a               | Inparanoid,ZFIN,Ensembl Orthology                 | 22.4              | 13.4              |
| Cdkn1a        | LOC100004175          | Ensembl Possible Orthology                        | 22.4              | 3.5               |
| Cirbp         | cirbp                 | Ensembl Orthology                                 | 5.8               | 16.5              |
| Clock         | clock3                | ZFIN,Ensembl Orthology                            | 23.4              | 15.1              |
| Clock         | clock                 | Inparanoid,NCBI HomoloGene,ZFIN,Ensembl Orthology | 23.4              | 15.1              |
| Cry1          | cry1b                 | ZFIN,Ensembl Possible Orthology                   | 18.0              | 6.5               |
| Cry1          | cry5                  | Ensembl Possible Orthology                        | 18.0              | 4.0               |
| Cry1          | cry-dash              | Ensembl Possible Orthology                        | 18.0              | 3.6               |
| Cry1          | cry2a                 | NCBI HomoloGene,Ensembl Orthology                 | 18.0              | 13.3              |
| Cry1          | cry4                  | Ensembl Possible Orthology                        | 18.0              | 14.3              |
| Cry1          | cry2b                 | Ensembl Possible Orthology                        | 18.0              | 14.1              |
| Dbp           | dbpb                  | Ensembl Orthology                                 | 9.2               | 23.3              |
| Dnaja1        | dnaja1l               | Inparanoid,NCBI HomoloGene,Ensembl Orthology      | 17.0              | 4.9               |
| Ei24          | zgc:110605            | Inparanoid,NCBI HomoloGene,Ensembl Orthology      | 1.1               | 13.6              |
| Eif1a         | eif1axa               | Ensembl Possible Orthology                        | 20.9              | 1.8               |
| Elovl5        | zgc:153394            | Ensembl Possible Orthology                        | 21.8              | 2.3               |
| Ephx1         | ephx1                 | Inparanoid,NCBI HomoloGene,Ensembl Orthology      | 9.7               | 6.8               |
| Fus           | fus                   | Inparanoid,NCBI HomoloGene,ZFIN,Ensembl Orthology | 4.8               | 15.0              |
| Gja1          | cx43                  | Inparanoid,NCBI HomoloGene,ZFIN,Ensembl Orthology | 1.1               | 1.8               |
| Gja1          | cx28.9                | Ensembl Possible Orthology                        | 1.1               | 0.4               |
| Gja1          | cx32.3                | Ensembl Possible Orthology                        | 1.1               | 0.3               |
| Glul          | glulb                 | Inparanoid,NCBI HomoloGene,ZFIN,Ensembl Orthology | 16.9              | 6.3               |
| Glul          | glula                 | ZFIN,Ensembl Possible Orthology                   | 16.9              | 4.9               |
| Hmgb3         | hmgb1a                | Ensembl Orthology                                 | 6.1               | 17.8              |
| Hmgb3         | hmgb3b                | NCBI HomoloGene,ZFIN                              | 6.1               | 3.7               |
| Hsp90aa1      | hsp90a.1              | Ensembl Orthology                                 | 19.7              | 2.4               |
| Hsp90aa1      | hsp90a.2              | Inparanoid,NCBI HomoloGene,Ensembl Orthology      | 19.7              | 4.3               |
| Hsp90ab1      | hsp90ab1              | Inparanoid,NCBI HomoloGene,ZFIN,Ensembl Orthology | 19.8              | 16.7              |
| Litaf         | si:ch211-202h22.8     | Ensembl Possible Orthology                        | 1.4               | 3.2               |
| Mid1ip1       | mid1ip1               | Ensembl Possible Orthology                        | 14.3              | 3.7               |

**Table S3: ZCOGs with mouse circadian gene homologs.**

| <b>Mouse Gene Symbol</b> | <b>Zebrafish Gene Symbol</b> | <b>Evidence</b>                                   | <b>Mouse Gene phase</b> | <b>Zebrafish Gene phase</b> |
|--------------------------|------------------------------|---------------------------------------------------|-------------------------|-----------------------------|
| Mmp14                    | mmp14a                       | ZFIN,Ensembl Orthology                            | 1.0                     | 17.7                        |
| Mmp14                    | mmp14b                       | Inparanoid,NCBI HomoloGene,ZFIN,Ensembl Orthology | 1.0                     | 15.5                        |
| Net1                     | net1                         | Inparanoid,NCBI HomoloGene,Ensembl Orthology      | 6.5                     | 3.8                         |
| Nfe2l2                   | nfe2l2                       | Inparanoid,NCBI HomoloGene,ZFIN,Ensembl Orthology | 12.8                    | 7.1                         |
| Nfil3                    | nfil3-6                      | Ensembl Possible Orthology                        | 20.3                    | 5.9                         |
| Nfil3                    | nfil3                        | Inparanoid,NCBI HomoloGene,ZFIN,Ensembl Orthology | 20.3                    | 14.4                        |
| Nr1d1                    | nr1d4b                       | Ensembl Possible Orthology                        | 6.2                     | 19.8                        |
| Nr1d1                    | nr1d1                        | Inparanoid,NCBI HomoloGene,ZFIN,Ensembl Orthology | 6.2                     | 23.8                        |
| Nr1d1                    | nr1d4a                       | Ensembl Possible Orthology                        | 6.2                     | 19.8                        |
| Nr1d2                    | nr1d4a                       | Ensembl Possible Orthology                        | 9.6                     | 19.8                        |
| Nr1d2                    | nr1d4b                       | Ensembl Possible Orthology                        | 9.6                     | 19.8                        |
| P4ha1                    | p4ha1b                       | Inparanoid,Ensembl Possible Orthology             | 17.5                    | 1.3                         |
| Pdxk                     | pdxka                        | Inparanoid,NCBI HomoloGene,ZFIN,Ensembl Orthology | 13.3                    | 6.3                         |
| Per1                     | per1b                        | Inparanoid,NCBI HomoloGene,ZFIN,Ensembl Orthology | 11.4                    | 3.3                         |
| Per1                     | per1a                        | NCBI HomoloGene,ZFIN,Ensembl Orthology            | 11.4                    | 1.0                         |
| Per2                     | per2                         | Inparanoid,NCBI HomoloGene,ZFIN,Ensembl Orthology | 13.2                    | 7.5                         |
| Per3                     | per3                         | Inparanoid,NCBI HomoloGene,ZFIN,Ensembl Orthology | 11.4                    | 4.2                         |
| Pim3                     | zgc:113028                   | Ensembl Orthology                                 | 8.1                     | 13.4                        |
| Pnp                      | pnp5b                        | NCBI HomoloGene,Ensembl Orthology                 | 19.9                    | 0.9                         |
| Pnp                      | pnp4b                        | NCBI HomoloGene,Ensembl Possible Orthology        | 19.9                    | 6.1                         |
| Pnp                      | pnp5a                        | NCBI HomoloGene,Ensembl Orthology                 | 19.9                    | 6.5                         |
| Pnp                      | pnp6                         | NCBI HomoloGene,Ensembl Possible Orthology        | 19.9                    | 2.8                         |
| Ppp1r3c                  | ppp1r3cb                     | Inparanoid,NCBI HomoloGene,ZFIN,Ensembl Orthology | 20.8                    | 10.6                        |
| Prkar1a                  | prkar1aa                     | Ensembl Orthology                                 | 2.5                     | 15.3                        |
| Psmd11                   | psmd11b                      | NCBI HomoloGene,ZFIN,Ensembl Orthology            | 10.0                    | 16.5                        |
| Rorc                     | rorca                        | ZFIN                                              | 18.3                    | 10.8                        |
| Rorc                     | rorcb                        | ZFIN                                              | 18.3                    | 12.4                        |
| Sbk1                     | LOC557524                    | Ensembl Possible Orthology                        | 17.8                    | 23.8                        |
| Serpinh1                 | hsp47                        | NCBI HomoloGene,ZFIN,Ensembl Orthology            | 20.1                    | 5.0                         |
| Serpinh1                 | zgc:171630                   | Inparanoid,NCBI HomoloGene,Ensembl Orthology      | 20.1                    | 4.6                         |
| Slc4a4                   | slc4a4a                      | Inparanoid,NCBI HomoloGene,ZFIN,Ensembl Orthology | 6.8                     | 4.5                         |
| St13                     | st13                         | Inparanoid,NCBI HomoloGene,ZFIN,Ensembl Orthology | 19.3                    | 7.6                         |
| Sult1a1                  | sult1st2                     | NCBI HomoloGene                                   | 17.1                    | 5.6                         |
| Sult1a1                  | sult1st6                     | Ensembl Possible Orthology                        | 17.1                    | 4.2                         |

**Table S3: ZCOGs with mouse circadian gene homologs.**

| <b>Mouse Gene Symbol</b> | <b>Zebrafish Gene Symbol</b> | <b>Evidence</b>                                   | <b>Mouse Gene phase</b> | <b>Zebrafish Gene phase</b> |
|--------------------------|------------------------------|---------------------------------------------------|-------------------------|-----------------------------|
| Sult1a1                  | sult1st3                     | NCBI HomoloGene                                   | 17.1                    | 5.2                         |
| Tef                      | tefa                         | Inparanoid,NCBI HomoloGene,ZFIN,Ensembl Orthology | 11.5                    | 3.4                         |
| Tef                      | tefb                         | Ensembl Orthology                                 | 11.5                    | 1.9                         |
| Tsc22d3                  | tsc22d3                      | Inparanoid,ZFIN,Ensembl Orthology                 | 15.7                    | 8.6                         |
| Ubc                      | ubc                          | ZFIN,Ensembl Orthology                            | 20.8                    | 15.8                        |
| Ubc                      | ubb                          | NCBI HomoloGene                                   | 20.8                    | 13.8                        |
| Xbp1                     | xbp1                         | Inparanoid,NCBI HomoloGene,ZFIN,Ensembl Orthology | 16.4                    | 2.9                         |
| Znrf2                    | znrf2b                       | Inparanoid,ZFIN                                   | 2.8                     | 3.3                         |

# Supplementary material for: Analysis of a Gene Regulatory Cascade Mediating Circadian Rhythm in Zebrafish
**Source:** PLoS Comput Biol. 2013 Feb 28;9(2):e1002940. doi: 10.1371/journal.pcbi.1002940
**Supplement:** Table S4 — Genes affected by light entrainment.

**Table S4: Genes affected by light entrainment.**

| Gene ID   | Symbol            | LD Phase | P value * | Light-Entrainment  |
|-----------|-------------------|----------|-----------|--------------------|
| 336492    | ptgds             | 7.8      | 1.56E-13  | Fast Light-Induced |
| 492491    | zgc:103654        | 7.7      | 4.29E-13  | Fast Light-Induced |
| 450011    | tspo              | 7.8      | 1.88E-12  | Fast Light-Induced |
| 402868    | pnp0              | 4.8      | 1.42E-11  | Fast Light-Induced |
| 550383    | npepl1            | 5.8      | 1.64E-11  | Fast Light-Induced |
| 569875    | zgc:112356        | 7.7      | 2.20E-11  | Fast Light-Induced |
| 751701    | zgc:153154        | 7.8      | 5.21E-11  | Fast Light-Induced |
| 337526    | wu:fj81c05        | 7.2      | 8.23E-11  | Fast Light-Induced |
| 394146    | dusp4             | 6.5      | 1.62E-10  | Fast Light-Induced |
| 373866    | cbr1              | 5.8      | 3.50E-10  | Fast Light-Induced |
| 553538    | lox13             | 7.3      | 5.16E-10  | Fast Light-Induced |
| 557970    | surf1             | 5.2      | 6.28E-10  | Fast Light-Induced |
| 324373    | zgc:77513         | 8        | 6.70E-10  | Fast Light-Induced |
| 100000596 | LOC100000596      | 8        | 1.14E-09  | Fast Light-Induced |
| 140431    | guca1b            | 7        | 1.29E-09  | Fast Light-Induced |
| 560667    | mtrr              | 3.8      | 3.44E-09  | Fast Light-Induced |
| 57969     | copz2             | 6.8      | 3.55E-09  | Fast Light-Induced |
| 768159    | si:ch211-195b13.1 | 5.8      | 3.79E-09  | Fast Light-Induced |
| 664750    | ppox              | 6        | 5.99E-09  | Fast Light-Induced |
| 563732    | uts1              | 6.7      | 6.09E-09  | Fast Light-Induced |
| 393186    | zgc:56235         | 7.2      | 6.69E-09  | Fast Light-Induced |
| 797793    | LOC797793         | 6.5      | 7.81E-09  | Fast Light-Induced |
| 352918    | opn4l             | 7        | 1.16E-08  | Fast Light-Induced |
| 84041     | bcd02l            | 6.8      | 1.18E-08  | Fast Light-Induced |
| 393666    | arl3l1            | 6.5      | 1.51E-08  | Fast Light-Induced |
| 393884    | sdha              | 5.3      | 1.60E-08  | Fast Light-Induced |
| 447914    | cox17             | 5.2      | 1.65E-08  | Fast Light-Induced |
| 798993    | abca4a            | 5.8      | 1.67E-08  | Fast Light-Induced |
| 557634    | LOC557634         | 3.7      | 1.68E-08  | Fast Light-Induced |
| 393253    | neil1             | 7.8      | 2.16E-08  | Fast Light-Induced |
| 446130    | si:ch211-237l4.6  | 6.2      | 2.43E-08  | Fast Light-Induced |
| 572207    | zgc:73075         | 4.8      | 2.95E-08  | Fast Light-Induced |
| 58215     | fech              | 6.8      | 2.99E-08  | Fast Light-Induced |
| 450030    | zgc:101803        | 6.2      | 4.20E-08  | Fast Light-Induced |
| 791143    | zgc:158419        | 5.8      | 4.34E-08  | Fast Light-Induced |
| 641489    | zgc:123305        | 7.3      | 5.26E-08  | Fast Light-Induced |
| 767661    | zgc:153046        | 5.5      | 5.71E-08  | Fast Light-Induced |
| 415184    | msrb3             | 7.2      | 5.81E-08  | Fast Light-Induced |
| 553695    | zgc:112255        | 5.2      | 5.86E-08  | Fast Light-Induced |
| 494078    | zgc:101800        | 7.8      | 6.02E-08  | Fast Light-Induced |
| 394039    | zgc:66475         | 6.7      | 6.60E-08  | Fast Light-Induced |

**Table S4: Genes affected by light entrainment.**

| Gene ID   | Symbol           | LD Phase | P value * | Light-Entrainment  |
|-----------|------------------|----------|-----------|--------------------|
| 795535    | LOC795535        | 6.7      | 6.67E-08  | Fast Light-Induced |
| 556575    | LOC556575        | 5.3      | 8.09E-08  | Fast Light-Induced |
| 550575    | rga              | 6.3      | 8.87E-08  | Fast Light-Induced |
| 558071    | atf6             | 2.8      | 9.61E-08  | Fast Light-Induced |
| 406605    | zgc:85644        | 7.5      | 9.86E-08  | Fast Light-Induced |
| 568750    | si:ch211-154o6.7 | 6.5      | 1.06E-07  | Fast Light-Induced |
| 791628    | zgc:103539       | 6.7      | 1.47E-07  | Fast Light-Induced |
| 100003670 | sepx1b           | 7.7      | 1.50E-07  | Fast Light-Induced |
| 436678    | arr3a            | 4.7      | 1.58E-07  | Fast Light-Induced |
| 393762    | zgc:73324        | 7.2      | 1.64E-07  | Fast Light-Induced |
| 445492    | flad1            | 5.2      | 1.98E-07  | Fast Light-Induced |
| 556875    | tmem177          | 5.8      | 1.98E-07  | Fast Light-Induced |
| 323679    | srpk1a           | 6        | 2.05E-07  | Fast Light-Induced |
| 562149    | sdhb             | 6.3      | 2.08E-07  | Fast Light-Induced |
| 445192    | zgc:101042       | 3        | 2.51E-07  | Fast Light-Induced |
| 140633    | per2             | 6.3      | 2.73E-07  | Fast Light-Induced |
| 541408    | zgc:101788       | 4.3      | 3.30E-07  | Fast Light-Induced |
| 568835    | slc27a6          | 7.3      | 3.60E-07  | Fast Light-Induced |
| 799177    | LOC799177        | 6.3      | 3.68E-07  | Fast Light-Induced |
| 565126    | zgc:153043       | 6.7      | 3.91E-07  | Fast Light-Induced |
| 550436    | camk2a           | 4.3      | 3.93E-07  | Fast Light-Induced |
| 352916    | sepx1a           | 8        | 3.94E-07  | Fast Light-Induced |
| 550573    | c1qtnf1          | 6.7      | 4.00E-07  | Fast Light-Induced |
| 550345    | syt13            | 6.7      | 4.09E-07  | Fast Light-Induced |
| 767788    | zgc:153206       | 6.2      | 5.24E-07  | Fast Light-Induced |
| 791167    | zgc:158222       | 3.5      | 5.91E-07  | Fast Light-Induced |
| 436771    | hccsa            | 4.5      | 6.19E-07  | Fast Light-Induced |
| 394160    | bokb             | 4.7      | 7.12E-07  | Fast Light-Induced |
| 541386    | xpc              | 5.7      | 7.69E-07  | Fast Light-Induced |
| 556393    | zgc:153679       | 5.5      | 7.89E-07  | Fast Light-Induced |
| 447802    | zgc:92445        | 3.2      | 9.16E-07  | Fast Light-Induced |
| 373085    | hspa9            | 2.7      | 9.19E-07  | Fast Light-Induced |
| 504039    | im:7150988       | 5.2      | 9.21E-07  | Fast Light-Induced |
| 407654    | mobkl1ab         | 4.7      | 1.02E-06  | Fast Light-Induced |
| 436959    | blvrb            | 6.7      | 1.26E-06  | Fast Light-Induced |
| 798022    | nt5c1ba          | 5.2      | 1.27E-06  | Fast Light-Induced |
| 30452     | etv5b            | 6.5      | 1.49E-06  | Fast Light-Induced |
| 84039     | bcmo1            | 4.7      | 1.63E-06  | Fast Light-Induced |
| 559429    | si:dkey-246j7.1  | 5.3      | 1.65E-06  | Fast Light-Induced |
| 494065    | dhodh            | 7        | 1.70E-06  | Fast Light-Induced |
| 566659    | LOC566659        | 6        | 1.88E-06  | Fast Light-Induced |

**Table S4: Genes affected by light entrainment.**

| Gene ID   | Symbol           | LD Phase | P value * | Light-Entrainment  |
|-----------|------------------|----------|-----------|--------------------|
| 553766    | zgc:109977       | 4.8      | 2.41E-06  | Fast Light-Induced |
| 334202    | plk3             | 6.3      | 2.42E-06  | Fast Light-Induced |
| 387304    | cwf19l1          | 7.2      | 2.48E-06  | Fast Light-Induced |
| 799964    | ptgesl           | 4.7      | 2.52E-06  | Fast Light-Induced |
| 550546    | necab1           | 3        | 2.58E-06  | Fast Light-Induced |
| 564023    | si:ch211-210c8.6 | 5.7      | 2.62E-06  | Fast Light-Induced |
| 570063    | wdr76            | 5.7      | 2.67E-06  | Fast Light-Induced |
| 100005158 | cox11            | 4        | 2.72E-06  | Fast Light-Induced |
| 436704    | rgs20            | 2.2      | 2.80E-06  | Fast Light-Induced |
| 556360    | stim1a           | 5.3      | 3.00E-06  | Fast Light-Induced |
| 436894    | zgc:92254        | 7.5      | 3.17E-06  | Fast Light-Induced |
| 553553    | cfdl             | 7        | 3.30E-06  | Fast Light-Induced |
| 405817    | zgc:73371        | 4.2      | 3.51E-06  | Fast Light-Induced |
| 393426    | ptpn11b          | 3.7      | 3.96E-06  | Fast Light-Induced |
| 402831    | cyp27a7          | 6.8      | 4.04E-06  | Fast Light-Induced |
| 393146    | slmapb           | 4.2      | 4.19E-06  | Fast Light-Induced |
| 568061    | napepld          | 7.8      | 4.35E-06  | Fast Light-Induced |
| 100004133 | ddb2             | 5.2      | 4.38E-06  | Fast Light-Induced |
| 393167    | zgc:56136        | 6        | 4.40E-06  | Fast Light-Induced |
| 406662    | sc4mol           | 6.5      | 4.51E-06  | Fast Light-Induced |
| 100334439 | LOC100334439     | 3.5      | 4.76E-06  | Fast Light-Induced |
| 678653    | unc119b          | 3        | 4.80E-06  | Fast Light-Induced |
| 394043    | ephx1            | 6.8      | 5.21E-06  | Fast Light-Induced |
| 767700    | zgc:153032       | 6.2      | 5.40E-06  | Fast Light-Induced |
| 556789    | stxbp5a          | 3.7      | 5.40E-06  | Fast Light-Induced |
| 373099    | guca1c           | 3.7      | 5.98E-06  | Fast Light-Induced |
| 30735     | irbp             | 5.8      | 6.68E-06  | Fast Light-Induced |
| 494490    | slc6a9           | 2.5      | 6.83E-06  | Fast Light-Induced |
| 777612    | zgc:153914       | 3.7      | 6.91E-06  | Fast Light-Induced |
| 565437    | si:dkey-221j11.2 | 4.7      | 7.29E-06  | Fast Light-Induced |
| 561272    | ppcs             | 3.8      | 7.30E-06  | Fast Light-Induced |
| 564951    | rora             | 3.7      | 7.34E-06  | Fast Light-Induced |
| 100000576 | LOC100000576     | 3.2      | 7.49E-06  | Fast Light-Induced |
| 767657    | abhd12           | 4.7      | 7.49E-06  | Fast Light-Induced |
| 724007    | stra6            | 3.7      | 8.17E-06  | Fast Light-Induced |
| 58134     | adarb1           | 3.7      | 8.23E-06  | Fast Light-Induced |
| 556528    | rdh5             | 5.2      | 8.31E-06  | Fast Light-Induced |
| 796867    | arr3b            | 3.3      | 8.46E-06  | Fast Light-Induced |
| 554962    | LOC554962        | 3.2      | 8.50E-06  | Fast Light-Induced |
| 562019    | wu:fc07b10       | 3.5      | 8.79E-06  | Fast Light-Induced |
| 387527    | cyp4t8           | 7        | 9.18E-06  | Fast Light-Induced |

**Table S4: Genes affected by light entrainment.**

| Gene ID   | Symbol            | LD Phase | P value * | Light-Entrainment  |
|-----------|-------------------|----------|-----------|--------------------|
| 437016    | tk2               | 4.7      | 9.37E-06  | Fast Light-Induced |
| 407988    | zgc:85746         | 4.5      | 9.60E-06  | Fast Light-Induced |
| 323326    | zgc:73225         | 6.8      | 9.69E-06  | Fast Light-Induced |
| 83776     | cry5              | 5        | 9.95E-06  | Fast Light-Induced |
| 724016    | npas4             | 7.2      | 1.01E-05  | Fast Light-Induced |
| 550477    | zgc:112432        | 5.7      | 1.03E-05  | Fast Light-Induced |
| 563405    | gprc5c            | 2.7      | 1.04E-05  | Fast Light-Induced |
| 393322    | tnfaip8l3         | 3.8      | 1.05E-05  | Fast Light-Induced |
| 445114    | cdk5r2b           | 3.2      | 1.07E-05  | Fast Light-Induced |
| 767704    | zgc:153118        | 5.3      | 1.14E-05  | Fast Light-Induced |
| 572463    | ibtk              | 5        | 1.25E-05  | Fast Light-Induced |
| 565155    | hsp90a.2          | 4.3      | 1.27E-05  | Fast Light-Induced |
| 100037332 | zgc:162608        | 5.2      | 1.31E-05  | Fast Light-Induced |
| 100101646 | zgc:165423        | 3.7      | 1.42E-05  | Fast Light-Induced |
| 100073345 | zgc:165670        | 2.7      | 1.42E-05  | Fast Light-Induced |
| 569518    | LOC569518         | 3.5      | 1.47E-05  | Fast Light-Induced |
| 799937    | dio1              | 5.3      | 1.49E-05  | Fast Light-Induced |
| 100125912 | prkg2             | 5.5      | 1.49E-05  | Fast Light-Induced |
| 100005148 | ar                | 5        | 1.54E-05  | Fast Light-Induced |
| 100004913 | phyhiplb          | 3.5      | 1.54E-05  | Fast Light-Induced |
| 449656    | osbpl7            | 3.2      | 1.56E-05  | Fast Light-Induced |
| 791176    | camk1d            | 3.2      | 1.62E-05  | Fast Light-Induced |
| 445044    | rs1               | 2.2      | 1.76E-05  | Fast Light-Induced |
| 324822    | actr6             | 3.5      | 1.79E-05  | Fast Light-Induced |
| 563956    | si:busm1-265n4.4  | 5.8      | 1.90E-05  | Fast Light-Induced |
| 368857    | si:busm1-241h12.4 | 2.3      | 1.92E-05  | Fast Light-Induced |
| 777708    | zgc:153892        | 6        | 2.06E-05  | Fast Light-Induced |
| 378855    | slmo2             | 2.8      | 2.07E-05  | Fast Light-Induced |
| 393580    | zgc:63614         | 6.2      | 2.07E-05  | Fast Light-Induced |
| 64265     | aox3              | 6.5      | 2.27E-05  | Fast Light-Induced |
| 327556    | zgc:63480         | 2.8      | 2.30E-05  | Fast Light-Induced |
| 373084    | hig1              | 2.7      | 2.53E-05  | Fast Light-Induced |
| 563180    | si:ch211-215l11.5 | 4.2      | 2.57E-05  | Fast Light-Induced |
| 100003999 | LOC100003999      | 2.2      | 2.66E-05  | Fast Light-Induced |
| 567667    | slc12a7b          | 4.2      | 2.77E-05  | Fast Light-Induced |
| 557799    | tmem181           | 2.3      | 2.91E-05  | Fast Light-Induced |
| 767653    | zgc:153394        | 3.5      | 3.02E-05  | Fast Light-Induced |
| 368775    | ivd               | 7.7      | 3.09E-05  | Fast Light-Induced |
| 568927    | reep2             | 2.8      | 3.68E-05  | Fast Light-Induced |
| 550521    | phyh              | 8        | 3.76E-05  | Fast Light-Induced |
| 140744    | ckbb              | 3.3      | 3.82E-05  | Fast Light-Induced |

**Table S4: Genes affected by light entrainment.**

| Gene ID   | Symbol           | LD Phase | P value * | Light-Entrainment  |
|-----------|------------------|----------|-----------|--------------------|
| 436969    | zgc:92630        | 5.8      | 4.13E-05  | Fast Light-Induced |
| 394242    | dnaja3b          | 2.7      | 4.14E-05  | Fast Light-Induced |
| 58137     | celf1            | 4        | 4.14E-05  | Fast Light-Induced |
| 567157    | acsl3a           | 3        | 4.24E-05  | Fast Light-Induced |
| 557975    | LOC557975        | 3.5      | 4.35E-05  | Fast Light-Induced |
| 566032    | si:ch211-269e2.2 | 6        | 4.61E-05  | Fast Light-Induced |
| 664766    | zgc:123105       | 3.2      | 4.76E-05  | Fast Light-Induced |
| 100137113 | zgc:171474       | 4.8      | 4.92E-05  | Fast Light-Induced |
| 387592    | slc13a1          | 4.7      | 4.96E-05  | Fast Light-Induced |
| 553244    | tom1             | 5        | 5.20E-05  | Fast Light-Induced |
| 569072    | si:dkey-119o24.1 | 5.3      | 5.21E-05  | Fast Light-Induced |
| 792544    | si:dkey-67c22.2  | 3        | 5.46E-05  | Fast Light-Induced |
| 432385    | zgc:111821       | 7.8      | 5.49E-05  | Fast Light-Induced |
| 393096    | lipg             | 3.8      | 5.57E-05  | Fast Light-Induced |
| 402986    | cry-dash         | 4.3      | 5.88E-05  | Fast Light-Induced |
| 558648    | selo             | 5.7      | 5.93E-05  | Fast Light-Induced |
| 445177    | dnajb1a          | 3.5      | 6.46E-05  | Fast Light-Induced |
| 447937    | zgc:101851       | 7.7      | 6.78E-05  | Fast Light-Induced |
| 619268    | sagb             | 6        | 7.20E-05  | Fast Light-Induced |
| 326964    | mg:cb01g09       | 3.2      | 7.29E-05  | Fast Light-Induced |
| 431765    | zgc:77060        | 5.8      | 8.07E-05  | Fast Light-Induced |
| 406308    | grb2             | 3        | 8.16E-05  | Fast Light-Induced |
| 567414    | agpat9l          | 4.7      | 8.28E-05  | Fast Light-Induced |
| 569958    | LOC569958        | 6.8      | 8.44E-05  | Fast Light-Induced |
| 560210    | hsp70l           | 5.3      | 8.70E-05  | Fast Light-Induced |
| 568862    | si:ch73-266o15.4 | 5.2      | 8.81E-05  | Fast Light-Induced |
| 567762    | mycl1b           | 4.3      | 8.87E-05  | Fast Light-Induced |
| 393444    | pygmb            | 3.2      | 9.05E-05  | Fast Light-Induced |
| 566120    | grk7a            | 2.2      | 9.10E-05  | Fast Light-Induced |
| 402833    | camsap1a         | 2.8      | 9.17E-05  | Fast Light-Induced |
| 30674     | tef              | 3.5      | 9.51E-05  | Fast Light-Induced |
| 334203    | zgc:114043       | 4.7      | 9.56E-05  | Fast Light-Induced |
| 406623    | decr2            | 4.8      | 9.96E-05  | Fast Light-Induced |
| 100332249 | LOC100332249     | 11.7     | 5.01E-13  | Slow Light-Induced |
| 678554    | bco2a            | 8.5      | 5.37E-11  | Slow Light-Induced |
| 406433    | dhdhl            | 11.3     | 1.11E-10  | Slow Light-Induced |
| 553611    | six6b            | 8.5      | 4.85E-10  | Slow Light-Induced |
| 559626    | crtac1a          | 9.5      | 1.91E-09  | Slow Light-Induced |
| 83780     | cry2b            | 12.7     | 2.17E-09  | Slow Light-Induced |
| 494085    | pink1            | 14       | 2.72E-09  | Slow Light-Induced |
| 554067    | pcdh2g20         | 14.7     | 3.01E-09  | Slow Light-Induced |

**Table S4: Genes affected by light entrainment.**

| Gene ID   | Symbol            | LD Phase | P value * | Light-Entrainment  |
|-----------|-------------------|----------|-----------|--------------------|
| 573209    | cry2a             | 12.3     | 8.55E-09  | Slow Light-Induced |
| 447842    | zgc:92303         | 12.8     | 8.79E-09  | Slow Light-Induced |
| 58118     | bdnf              | 10.2     | 9.38E-09  | Slow Light-Induced |
| 751751    | zgc:153383        | 12.5     | 1.42E-08  | Slow Light-Induced |
| 337574    | nfatc2ip          | 10.3     | 1.82E-08  | Slow Light-Induced |
| 100333879 | LOC100333879      | 12.5     | 1.83E-08  | Slow Light-Induced |
| 406625    | lgmn              | 15.5     | 2.93E-08  | Slow Light-Induced |
| 445278    | cldn8             | 9.8      | 3.28E-08  | Slow Light-Induced |
| 407688    | sft2d3            | 13.7     | 3.89E-08  | Slow Light-Induced |
| 324373    | zgc:77513         | 8.7      | 4.49E-08  | Slow Light-Induced |
| 797680    | si:dkey-273o13.1  | 15.7     | 5.70E-08  | Slow Light-Induced |
| 393767    | zgc:73336         | 10.8     | 7.03E-08  | Slow Light-Induced |
| 393283    | chd1l             | 8.8      | 9.03E-08  | Slow Light-Induced |
| 566557    | furina            | 11.5     | 9.94E-08  | Slow Light-Induced |
| 282554    | drd3              | 12.2     | 1.20E-07  | Slow Light-Induced |
| 30517     | ahr2              | 14.2     | 1.30E-07  | Slow Light-Induced |
| 352915    | sepw1             | 9.2      | 1.72E-07  | Slow Light-Induced |
| 404207    | cx52.6            | 9        | 1.83E-07  | Slow Light-Induced |
| 245946    | invs              | 8.8      | 1.99E-07  | Slow Light-Induced |
| 352935    | arntl1b           | 12.2     | 2.01E-07  | Slow Light-Induced |
| 564746    | glb               | 10.5     | 2.28E-07  | Slow Light-Induced |
| 550490    | zgc:110339        | 8.3      | 2.84E-07  | Slow Light-Induced |
| 791179    | si:dkey-19f23.3   | 10.5     | 3.43E-07  | Slow Light-Induced |
| 352916    | sepx1a            | 9.8      | 3.52E-07  | Slow Light-Induced |
| 259250    | trh1              | 14.7     | 3.66E-07  | Slow Light-Induced |
| 560362    | dis3l             | 12       | 4.14E-07  | Slow Light-Induced |
| 335656    | ngt1              | 12.2     | 4.56E-07  | Slow Light-Induced |
| 550515    | crlf3             | 11.3     | 5.19E-07  | Slow Light-Induced |
| 799219    | si:ch211-240l19.7 | 13.7     | 5.56E-07  | Slow Light-Induced |
| 445091    | zgc:92480         | 8.5      | 5.85E-07  | Slow Light-Induced |
| 541550    | ablim1b           | 8.8      | 6.05E-07  | Slow Light-Induced |
| 368367    | si:ch211-284e13.2 | 14.5     | 6.39E-07  | Slow Light-Induced |
| 30077     | rbp4              | 8.3      | 6.86E-07  | Slow Light-Induced |
| 322152    | wu:fb51f10        | 12.2     | 8.13E-07  | Slow Light-Induced |
| 60635     | cldn7b            | 10.2     | 8.37E-07  | Slow Light-Induced |
| 555304    | clsrp             | 12.2     | 8.84E-07  | Slow Light-Induced |
| 449665    | gpsm2l            | 15.3     | 8.93E-07  | Slow Light-Induced |
| 570286    | fr02              | 12.3     | 9.07E-07  | Slow Light-Induced |
| 100002010 | abcc1             | 10       | 9.21E-07  | Slow Light-Induced |
| 562478    | zufsp             | 8.8      | 9.69E-07  | Slow Light-Induced |
| 557451    | daam1a            | 13.5     | 1.01E-06  | Slow Light-Induced |

**Table S4: Genes affected by light entrainment.**

| Gene ID   | Symbol            | LD Phase | P value * | Light-Entrainment  |
|-----------|-------------------|----------|-----------|--------------------|
| 492473    | zgc:103488        | 14.7     | 1.05E-06  | Slow Light-Induced |
| 393481    | cyp2k6            | 11.3     | 1.20E-06  | Slow Light-Induced |
| 553745    | zgc:113184        | 9.2      | 1.25E-06  | Slow Light-Induced |
| 565658    | sema3e            | 13       | 1.40E-06  | Slow Light-Induced |
| 570622    | gbp2              | 14.2     | 1.47E-06  | Slow Light-Induced |
| 566858    | mov10a            | 9.7      | 1.49E-06  | Slow Light-Induced |
| 797834    | si:dkeyp-110c7.1  | 14       | 1.51E-06  | Slow Light-Induced |
| 100332121 | LOC100332121      | 13.5     | 1.67E-06  | Slow Light-Induced |
| 393541    | tsc22d3           | 8.8      | 1.71E-06  | Slow Light-Induced |
| 406648    | ppt1              | 14       | 1.88E-06  | Slow Light-Induced |
| 561635    | mylk3             | 12.2     | 2.07E-06  | Slow Light-Induced |
| 569007    | LOC569007         | 8.5      | 2.13E-06  | Slow Light-Induced |
| 394056    | zgc:56010         | 14.5     | 2.41E-06  | Slow Light-Induced |
| 571066    | LOC571066         | 9.7      | 2.57E-06  | Slow Light-Induced |
| 325724    | etfa              | 8.3      | 2.60E-06  | Slow Light-Induced |
| 402892    | orai1             | 15.8     | 3.05E-06  | Slow Light-Induced |
| 445120    | cutl1             | 11.3     | 3.26E-06  | Slow Light-Induced |
| 497449    | ghdcl             | 11.2     | 3.50E-06  | Slow Light-Induced |
| 100137128 | hbl4              | 11.2     | 3.63E-06  | Slow Light-Induced |
| 557454    | wu:fk57d06        | 10       | 3.91E-06  | Slow Light-Induced |
| 324148    | wu:fc20c04        | 15.5     | 3.95E-06  | Slow Light-Induced |
| 559850    | neu1              | 14.5     | 4.09E-06  | Slow Light-Induced |
| 492783    | dhrs13            | 9.8      | 4.41E-06  | Slow Light-Induced |
| 494087    | zgc:101722        | 11.2     | 4.55E-06  | Slow Light-Induced |
| 324501    | tmem165           | 15.2     | 4.62E-06  | Slow Light-Induced |
| 58099     | arntl2            | 14.7     | 5.17E-06  | Slow Light-Induced |
| 405849    | foxd1l            | 12.7     | 5.39E-06  | Slow Light-Induced |
| 406579    | dnajc7            | 15.7     | 5.49E-06  | Slow Light-Induced |
| 327592    | micall2b          | 15.5     | 5.74E-06  | Slow Light-Induced |
| 100331902 | zgc:110784        | 11.8     | 5.77E-06  | Slow Light-Induced |
| 327360    | memo1             | 10       | 5.80E-06  | Slow Light-Induced |
| 767759    | zgc:153704        | 9.7      | 6.60E-06  | Slow Light-Induced |
| 492812    | nap1l4b           | 14       | 8.01E-06  | Slow Light-Induced |
| 550409    | ms4a17a.7         | 12.7     | 8.02E-06  | Slow Light-Induced |
| 449859    | si:ch211-251j10.4 | 13.8     | 8.13E-06  | Slow Light-Induced |
| 553634    | casp7             | 11.8     | 8.27E-06  | Slow Light-Induced |
| 797384    | btr29             | 14.5     | 8.55E-06  | Slow Light-Induced |
| 565154    | rspry1            | 11       | 8.55E-06  | Slow Light-Induced |
| 559258    | LOC559258         | 11.3     | 8.60E-06  | Slow Light-Induced |
| 569467    | si:dkey-33i11.9   | 9.3      | 8.77E-06  | Slow Light-Induced |
| 492507    | crh               | 9.3      | 9.94E-06  | Slow Light-Induced |

**Table S4: Genes affected by light entrainment.**

| Gene ID   | Symbol           | LD Phase | P value * | Light-Entrainment  |
|-----------|------------------|----------|-----------|--------------------|
| 393249    | zgc:56525        | 12.8     | 1.03E-05  | Slow Light-Induced |
| 394183    | grina            | 14.2     | 1.03E-05  | Slow Light-Induced |
| 791738    | zgc:103591       | 15.3     | 1.21E-05  | Slow Light-Induced |
| 564249    | lyve1            | 10.2     | 1.25E-05  | Slow Light-Induced |
| 735291    | hspa12b          | 11.7     | 1.26E-05  | Slow Light-Induced |
| 571356    | si:dkey-24l11.7  | 13.8     | 1.27E-05  | Slow Light-Induced |
| 797303    | tada2a           | 12.8     | 1.36E-05  | Slow Light-Induced |
| 567578    | dcaf11           | 13.2     | 1.38E-05  | Slow Light-Induced |
| 768291    | ppm1h            | 15.7     | 1.57E-05  | Slow Light-Induced |
| 324109    | sp1              | 12.8     | 1.65E-05  | Slow Light-Induced |
| 402869    | mbip             | 8.2      | 1.70E-05  | Slow Light-Induced |
| 394012    | zgc:63474        | 15.8     | 1.74E-05  | Slow Light-Induced |
| 402935    | chm              | 14.7     | 1.78E-05  | Slow Light-Induced |
| 445495    | tmem144a         | 13.5     | 1.79E-05  | Slow Light-Induced |
| 798401    | tex2             | 13.7     | 1.85E-05  | Slow Light-Induced |
| 550341    | dnajc28          | 9.8      | 1.93E-05  | Slow Light-Induced |
| 324412    | fam164a          | 13       | 2.15E-05  | Slow Light-Induced |
| 100004079 | LOC100004079     | 11.5     | 2.19E-05  | Slow Light-Induced |
| 570476    | si:dkeyp-84f11.5 | 14.2     | 2.49E-05  | Slow Light-Induced |
| 387531    | cpvl             | 11.7     | 2.64E-05  | Slow Light-Induced |
| 553351    | clcn7            | 15       | 2.65E-05  | Slow Light-Induced |
| 436881    | rgp1             | 14.7     | 2.75E-05  | Slow Light-Induced |
| 282677    | bckdk            | 13.8     | 2.83E-05  | Slow Light-Induced |
| 541415    | zgc:101577       | 9.3      | 2.83E-05  | Slow Light-Induced |
| 777614    | zgc:152898       | 12.2     | 2.91E-05  | Slow Light-Induced |
| 386967    | stam             | 14.8     | 3.05E-05  | Slow Light-Induced |
| 553781    | zmynd11          | 13.5     | 3.11E-05  | Slow Light-Induced |
| 724003    | zgc:136474       | 8.2      | 3.20E-05  | Slow Light-Induced |
| 556409    | g3bp2            | 13.5     | 3.22E-05  | Slow Light-Induced |
| 324140    | sgk1             | 8.7      | 3.37E-05  | Slow Light-Induced |
| 504151    | im:7155152       | 15.3     | 3.48E-05  | Slow Light-Induced |
| 337153    | zgc:77151        | 13       | 3.51E-05  | Slow Light-Induced |
| 494533    | prkar1aa         | 14.5     | 3.56E-05  | Slow Light-Induced |
| 30221     | psen1            | 15.5     | 3.71E-05  | Slow Light-Induced |
| 561802    | wu:fc76b11       | 12.7     | 3.76E-05  | Slow Light-Induced |
| 566632    | med12            | 13.8     | 3.86E-05  | Slow Light-Induced |
| 100002272 | dusp22b          | 16       | 3.94E-05  | Slow Light-Induced |
| 352927    | clock3           | 15       | 3.95E-05  | Slow Light-Induced |
| 566811    | zgc:152984       | 11.5     | 3.97E-05  | Slow Light-Induced |
| 568256    | zgc:162232       | 10.5     | 4.10E-05  | Slow Light-Induced |
| 794083    | LOC794083        | 8.8      | 4.15E-05  | Slow Light-Induced |

**Table S4: Genes affected by light entrainment.**

| Gene ID   | Symbol           | LD Phase | P value * | Light-Entrainment  |
|-----------|------------------|----------|-----------|--------------------|
| 352928    | gpx4a            | 11.7     | 4.62E-05  | Slow Light-Induced |
| 325042    | tnika            | 14.2     | 4.82E-05  | Slow Light-Induced |
| 327277    | sec22bb          | 14.8     | 4.84E-05  | Slow Light-Induced |
| 393164    | zgc:56112        | 14       | 4.87E-05  | Slow Light-Induced |
| 100007897 | zgc:162290       | 14.5     | 5.64E-05  | Slow Light-Induced |
| 100037363 | zgc:162228       | 12.8     | 5.73E-05  | Slow Light-Induced |
| 402949    | slc30a6          | 15.2     | 5.75E-05  | Slow Light-Induced |
| 406578    | stxbp2           | 11.3     | 5.85E-05  | Slow Light-Induced |
| 368775    | ivd              | 8.7      | 5.92E-05  | Slow Light-Induced |
| 492523    | def8             | 14.7     | 6.03E-05  | Slow Light-Induced |
| 436640    | zgc:92090        | 11.5     | 6.09E-05  | Slow Light-Induced |
| 777759    | si:dkey-228a15.3 | 9.3      | 6.28E-05  | Slow Light-Induced |
| 436886    | nrbf2            | 13.7     | 6.49E-05  | Slow Light-Induced |
| 368704    | ctsc             | 15.3     | 6.49E-05  | Slow Light-Induced |
| 100002945 | zgc:110779       | 14.2     | 6.60E-05  | Slow Light-Induced |
| 393287    | chuk             | 14       | 6.74E-05  | Slow Light-Induced |
| 378456    | cmt4b2           | 13       | 6.87E-05  | Slow Light-Induced |
| 406645    | ctsba            | 15.5     | 7.10E-05  | Slow Light-Induced |
| 664760    | tbce             | 15.5     | 7.32E-05  | Slow Light-Induced |
| 436626    | dnajb6a          | 13.2     | 7.45E-05  | Slow Light-Induced |
| 565588    | ctsf             | 14.3     | 7.57E-05  | Slow Light-Induced |
| 562682    | si:dkey-251i10.2 | 9.2      | 7.58E-05  | Slow Light-Induced |
| 557337    | prkd3            | 8.7      | 7.76E-05  | Slow Light-Induced |
| 557682    | zgc:154015       | 15.7     | 7.88E-05  | Slow Light-Induced |
| 573382    | mns1             | 13.2     | 8.07E-05  | Slow Light-Induced |
| 335650    | rcv1             | 9.2      | 8.13E-05  | Slow Light-Induced |
| 394052    | ftcd             | 10.8     | 8.44E-05  | Slow Light-Induced |
| 378969    | rab32a           | 12.5     | 8.49E-05  | Slow Light-Induced |
| 553363    | fto              | 15       | 8.75E-05  | Slow Light-Induced |
| 558558    | zgc:153606       | 14.7     | 8.77E-05  | Slow Light-Induced |
| 100000104 | zgc:162946       | 13.8     | 8.87E-05  | Slow Light-Induced |
| 723997    | mgst2            | 14.8     | 9.12E-05  | Slow Light-Induced |
| 405774    | uts2a            | 10.2     | 9.17E-05  | Slow Light-Induced |
| 338306    | impdh1b          | 15       | 9.23E-05  | Slow Light-Induced |
| 394085    | zgc:66323        | 9        | 9.35E-05  | Slow Light-Induced |
| 564649    | LOC564649        | 12.3     | 9.41E-05  | Slow Light-Induced |
| 550287    | psmd4b           | 15.7     | 9.53E-05  | Slow Light-Induced |
| 100000303 | zplxdc2          | 14.2     | 9.60E-05  | Slow Light-Induced |
| 100037388 | zgc:162420       | 14       | 9.65E-05  | Slow Light-Induced |
| 336426    | chmp1b           | 15.8     | 9.69E-05  | Slow Light-Induced |
| 436961    | cdc34b           | 12.8     | 9.81E-05  | Slow Light-Induced |

**Table S4: Genes affected by light entrainment.**

| Gene ID   | Symbol            | LD Phase | P value * | Light-Entrainment |
|-----------|-------------------|----------|-----------|-------------------|
| 140423    | jag1b             | 18       | 5.60E-09  | Dark-Lnduced      |
| 799423    | si:ch211-191i18.3 | 1.3      | 2.01E-07  | Dark-Lnduced      |
| 446119    | srp68             | 23.3     | 2.16E-07  | Dark-Lnduced      |
| 568985    | slc6a1            | 21.3     | 6.15E-07  | Dark-Lnduced      |
| 100003274 | rab38             | 22.7     | 7.36E-07  | Dark-Lnduced      |
| 266599    | id2a              | 16.7     | 8.08E-07  | Dark-Lnduced      |
| 561606    | atoh8             | 17.8     | 1.47E-06  | Dark-Lnduced      |
| 431721    | mrrf              | 1.3      | 1.50E-06  | Dark-Lnduced      |
| 503564    | drd4a             | 18       | 1.78E-06  | Dark-Lnduced      |
| 791773    | gpr39             | 20.7     | 2.63E-06  | Dark-Lnduced      |
| 678556    | cldn15b           | 17       | 2.80E-06  | Dark-Lnduced      |
| 553574    | pin4              | 1.7      | 2.81E-06  | Dark-Lnduced      |
| 326033    | zgc:56622         | 20.5     | 3.26E-06  | Dark-Lnduced      |
| 570312    | slc24a5           | 23.2     | 3.26E-06  | Dark-Lnduced      |
| 768157    | cplx4a            | 22.5     | 3.59E-06  | Dark-Lnduced      |
| 100331574 | LOC100331574      | 22.2     | 5.97E-06  | Dark-Lnduced      |
| 100149301 | LOC100149301      | 21.2     | 6.70E-06  | Dark-Lnduced      |
| 568102    | LOC568102         | 1.3      | 7.45E-06  | Dark-Lnduced      |
| 393761    | rdh8l             | 21.8     | 7.84E-06  | Dark-Lnduced      |
| 336034    | wu:fj44c04        | 0.7      | 8.56E-06  | Dark-Lnduced      |
| 557648    | mapkapk2b         | 21.8     | 9.87E-06  | Dark-Lnduced      |
| 406599    | atp5j             | 1.2      | 9.95E-06  | Dark-Lnduced      |
| 368722    | pdzk1ip1l         | 18       | 1.21E-05  | Dark-Lnduced      |
| 569894    | LOC569894         | 0.3      | 1.63E-05  | Dark-Lnduced      |
| 100002108 | npvf              | 1.7      | 1.68E-05  | Dark-Lnduced      |
| 559618    | LOC559618         | 23.7     | 1.76E-05  | Dark-Lnduced      |
| 393815    | zgc:65890         | 20.5     | 1.99E-05  | Dark-Lnduced      |
| 259258    | p2rx4a            | 18.2     | 2.33E-05  | Dark-Lnduced      |
| 100322009 | si:ch1073-66c17.4 | 1.3      | 2.39E-05  | Dark-Lnduced      |
| 368863    | fkbp3             | 18.8     | 2.42E-05  | Dark-Lnduced      |
| 436850    | suc1g1            | 1.7      | 2.47E-05  | Dark-Lnduced      |
| 327079    | sap30l            | 18.7     | 2.52E-05  | Dark-Lnduced      |
| 30080     | mitfa             | 20.7     | 2.60E-05  | Dark-Lnduced      |
| 245703    | atp1a1a.5         | 17.8     | 2.86E-05  | Dark-Lnduced      |
| 571626    | zgc:158742        | 16.3     | 2.92E-05  | Dark-Lnduced      |
| 334465    | si:dkey-18f23.10  | 19       | 3.23E-05  | Dark-Lnduced      |
| 322462    | sult6b1           | 0.8      | 3.54E-05  | Dark-Lnduced      |
| 100003734 | fastkd3           | 16.8     | 3.88E-05  | Dark-Lnduced      |
| 100007318 | LOC100007318      | 18.5     | 4.40E-05  | Dark-Lnduced      |
| 798921    | si:ch211-217k17.9 | 1.7      | 5.41E-05  | Dark-Lnduced      |
| 393515    | stx3a             | 16.8     | 5.76E-05  | Dark-Lnduced      |

**Table S4: Genes affected by light entrainment.**

| Gene ID | Symbol          | LD Phase | P value * | Light-Entrainment |
|---------|-----------------|----------|-----------|-------------------|
| 402976  | si:dkey-194e6.1 | 22.8     | 5.88E-05  | Dark-Lnduced      |
| 58076   | gata6           | 20.5     | 6.02E-05  | Dark-Lnduced      |
| 327379  | calm3a          | 0.2      | 6.57E-05  | Dark-Lnduced      |
| 393677  | aanat1          | 19.3     | 7.09E-05  | Dark-Lnduced      |
| 58048   | hoxa9b          | 16.5     | 7.98E-05  | Dark-Lnduced      |
| 550415  | ap1s3a          | 0.3      | 8.39E-05  | Dark-Lnduced      |
| 436650  | hip1r           | 16.5     | 8.77E-05  | Dark-Lnduced      |
| 405875  | zgc:85932       | 22.3     | 9.52E-05  | Dark-Lnduced      |
| 570276  | vsg1            | 20       | 9.84E-05  | Dark-Lnduced      |

\* We fit the joint LD/DD gene expression values to a set of cosine curves with 24h periods of shifting phases in LD but constant levels at either +1 (elevated troughs) or -1 (decreased peaks) in DD. P value less than 0.0001 was used in the fit of joint LD/DD expression value.

# Supplementary material for: Analysis of a Gene Regulatory Cascade Mediating Circadian Rhythm in Zebrafish
**Source:** PLoS Comput Biol. 2013 Feb 28;9(2):e1002940. doi: 10.1371/journal.pcbi.1002940
**Supplement:** Table S5 — Primers used for real-time PCR.

**Table S5: Primers used for real-time PCR.**

| <b>Gene Symbol</b> | <b>Forward</b>       | <b>Reverse</b>       | <b>Product Size</b> | <b>Ensemble ID</b> |
|--------------------|----------------------|----------------------|---------------------|--------------------|
| aanat1             | GGACCAGGACCGTCTGACT  | CTGCAAGTAACGCCACAAGA | 199bp               | ENSART00000053126  |
| cry2a              | CGGGCCACAACAGTAGATTT | TCTCTCCCTCTTCCCTGTCA | 158bp               | ENSART00000129210  |
| per2               | CTCTGGACGGCAGTGAGAAT | CACAGCACCTTCTGGATGTC | 190bp               | ENSART00000039735  |
| gapdh              | TGCTGGTATTGCTCTCAACG | GCCATCAGGTCACATACACG | 153bp               | ENSART00000063800  |
| per3               | CTCGTCCTCCACCTCAGAAG | CTGAACCTGCAGACACCTGA | 173bp               | ENSART00000024304  |
| bhlhe40            | TGCCCGAACACCTTAAACTC | CCAAGACAACAGCCTTCTCC | 117bp               | ENSART00000026017  |
| bhlhe41            | TGACGCTGAAGCATTGAAC  | GCGTCTAAGTCAGCCTGGAG | 178bp               | ENSART00000061106  |
| smad1              | GCTCTTGGCACAGTCAGTCA | ACATCCTGCCGATGGTACTC | 177bp               | ENSART00000125043  |
| smad3a             | ACCAAACCCTGTGTCTCCTG | GCTGTGAGGCATGGAAAGTT | 194bp               | ENSART00000045374  |
| ppargc1b           | TGTCCTGTTACCTCCTTCC  | TCCATGACACGTCTCTGAGC | 131bp               | ENSART00000079080  |
| cdx1b              | GAAAAGCAGAACTGGCAACC | GAGGCTGCTGCATTTTCTTC | 174bp               | ENSART00000081993  |
| crx                | ACCTTCCCAGTCCAGAGTT  | GCATTTAGCACGACGGTTCT | 113bp               | ENSART00000037879  |
| myog               | GCCTTGGAGGGCTTAATTC  | GAATCAGCCTTCCTGACTGC | 136bp               | ENSART00000014062  |
| hnf1a              | ATTGCCCAAGCTCCTTTAT  | TACTGCTGTCTGCGATCACC | 187bp               | ENSART00000018862  |
| maf                | CAGCAGAGGCACATACTGGA | CGATGAGTTTTCTCGGAAGC | 153bp               | ENSART00000014703  |
| pax6a              | CTGACGTTTTTGCACGAGAA | AACTTTTCTCCTCCTCCA   | 169bp               | ENSART00000148420  |
| mef2a              | GGCTCTCCAGGGCTCTCTAT | CATTCTGGCTGGTGTGATG  | 196bp               | ENSART00000148106  |
| clock              | AGACCACCAACCTCAACCAG | CTGTGTCGGCTGAGAGATCA | 173bp               | ENSART00000025575  |
| mitfa              | GCAGCAGAAAGCAAAGAGC  | GGCTGGAAGAAGCTACAACG | 194bp               | ENSART00000056457  |

# Supplementary material for: Analysis of a Gene Regulatory Cascade Mediating Circadian Rhythm in Zebrafish
**Source:** PLoS Comput Biol. 2013 Feb 28;9(2):e1002940. doi: 10.1371/journal.pcbi.1002940
**Supplement:** Table S6 — Transcription factors in zebrafish circadian oscillating genes.

**Table S6: Transcription factors in zebrafish circadian oscillating genes.**

**Table S6: Transcription factors in zebrafish circadian oscillating genes.**

**Table S6: Transcription factors in zebrafish circadian oscillating genes.**

| TF               | TRANSFAC MOTIF | Circadian Phase |
|------------------|----------------|-----------------|
| RORAB            | RRE            | 7.500           |
| RORCA            | NA             | 10.750          |
| RORCB            | NA             | 12.417          |
| Sl:CH211-199M3.9 | CRE            | 2.580           |
| SIX2A            | NA             | 17.333          |
| SIX3A            | NA             | 17.417          |
| SLA2             | NA             | 16.917          |
| SMAD1            | SMAD           | 20.333          |
| SMAD3A           | SMAD           | 4.417           |
| SMYD1A           | NA             | 17.208          |
| SNAPC3           | NA             | 0.667           |
| STAT6            | NA             | 12.417          |
| TAF1             | NA             | 16.250          |
| TAF12            | NA             | 15.500          |
| TAF7             | NA             | 17.500          |
| TBPL1            | NA             | 16.000          |
| TBX1             | NA             | 15.750          |
| TCF12            | Ebox_HEB       | 13.750          |
| TCF12            | Ebox_general   | 13.750          |
| TCF12            | Ebox_E2A_MyoD  | 13.750          |
| TCF25            | NA             | 0.083           |
| TCF3             | NA             | 12.917          |
| TEF              | DBOX           | 3.417           |
| TFB2M            | NA             | 19.333          |
| TFCP2L1          | CP2/LSF        | 14.667          |
| TGIF1            | TGIF           | 13.667          |
| TOX              | NA             | 18.000          |
| TSC22D3          | NA             | 8.583           |
| UHRF1            | NA             | 4.250           |
| USF1             | Ebox_USF       | 13.167          |
| VSX1             | NA             | 15.833          |
| XBP1             | XBP1           | 2.917           |
| YY1A             | YY1            | 12.667          |
| YY1B             | NA             | 16.708          |
| ZBTB16A          | NA             | 15.250          |
| ZDHHC3           | NA             | 4.417           |
| ZFP36L2          | NA             | 7.917           |
| ZNRD1            | NA             | 1.250           |

TF: gene symbol of the transcription factor.

MOTIF: position weight matrices corresponding to the transcription factor.

circadian\_phase: circadian phase of the transcription factor.

# Supplementary material for: Analysis of a Gene Regulatory Cascade Mediating Circadian Rhythm in Zebrafish
**Source:** PLoS Comput Biol. 2013 Feb 28;9(2):e1002940. doi: 10.1371/journal.pcbi.1002940
**Supplement:** Table S7 — Circadian phase of transcription factor and their targets.

**Table S7: Circadian phase of transcription factor and their targets.**

**Table S7: Circadian phase of transcription factor and their targets.**

**Table S7: Circadian phase of transcription factor and their targets.**

**Table S7: Circadian phase of transcription factor and their targets.**

**Table S7: Circadian phase of transcription factor and their targets.**

**Table S7: Circadian phase of transcription factor and their targets.**

| TF               | TF PK | TRANSFAC MOTIF | Target PK | P value  | Odd Ratio |
|------------------|-------|----------------|-----------|----------|-----------|
| SI:CH211-199M3.9 | 2.58  | ATF4_Q2        | 1.85      | 1.01E-01 | 1.48      |
| ATF4B1           | 15.75 | CREBP1_Q2      | 19.75     | 1.01E-01 | 1.54      |
| ATF6             | 2.58  | CREBP1_Q2      | 19.75     | 1.01E-01 | 1.54      |
| CREB3L3          | 7.00  | CREBP1_Q2      | 19.75     | 1.01E-01 | 1.54      |
| SI:CH211-199M3.9 | 2.58  | CREBP1_Q2      | 19.75     | 1.01E-01 | 1.54      |
| FOXO3B           | 12.42 | FOXP1_Q1       | 18.77     | 1.02E-01 | 1.89      |
| CDX1A            | 15.83 | CDX_Q5         | 2.35      | 1.03E-01 | 1.69      |
| CDX1B            | 14.33 | CDX_Q5         | 2.35      | 1.03E-01 | 1.69      |
| HOXA4A           | 16.92 | HOX13_Q1       | 0.10      | 1.04E-01 | 1.72      |
| TGIF1            | 13.67 | TGIF_Q1        | 0.77      | 1.22E-01 | 1.59      |
| ATF4B1           | 15.75 | CREB_Q3        | 17.38     | 1.28E-01 | 6.94      |
| ATF6             | 2.58  | CREB_Q3        | 17.38     | 1.28E-01 | 6.94      |
| CREB3L3          | 7.00  | CREB_Q3        | 17.38     | 1.28E-01 | 6.94      |
| SI:CH211-199M3.9 | 2.58  | CREB_Q3        | 17.38     | 1.28E-01 | 6.94      |
| FLI1B            | 14.17 | TEL2_Q6        | 18.96     | 1.32E-01 | 1.54      |
| HSF2             | 3.75  | HSF_Q6         | 3.48      | 1.45E-01 | 1.48      |
| PAX6A            | 15.50 | PAX6_Q2        | 17.98     | 1.50E-01 | 1.60      |
| ARNTL1A          | 13.42 | ARNT_Q1        | 23.69     | 1.50E-01 | 1.38      |
| ARNTL1B          | 12.79 | ARNT_Q1        | 23.69     | 1.50E-01 | 1.38      |
| ARNTL2           | 16.29 | ARNT_Q1        | 23.69     | 1.50E-01 | 1.38      |
| CLOCK            | 15.08 | ARNT_Q1        | 23.69     | 1.50E-01 | 1.38      |
| CLOCK3           | 15.08 | ARNT_Q1        | 23.69     | 1.50E-01 | 1.38      |
| FOXO3B           | 12.42 | XFD3_Q1        | 23.88     | 1.67E-01 | 1.54      |
| MEF2A            | 1.50  | MEF2_Q4        | 17.52     | 2.05E-01 | 1.50      |
| MYOG             | 10.63 | E2A_Q2         | 14.18     | 2.07E-01 | 1.53      |
| TCF12            | 13.75 | E2A_Q2         | 14.18     | 2.07E-01 | 1.53      |
| FOXO3B           | 12.42 | FREAC7_Q1      | 0.02      | 2.12E-01 | 1.51      |
| CDX1A            | 15.83 | CDXA_Q2        | NA        | NA       | NA        |
| CDX1B            | 14.33 | CDXA_Q2        | NA        | NA       | NA        |
| USF1             | 13.17 | USF2_Q6        | NA        | NA       | NA        |

How the deposited data were processed for this re-analysis (not part of the article)

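The data are 31 Agilent one-colour zebrafish arrays of pooled whole larvae. Of these, 24 form the time course from 5 dpf, with 12 arrays under LD and 12 under DD taken every 4 h from 0 to 44 h. The other 7 are 3 arrays labelled mitfa morphant, 2 control morphant and 2 WT arrays at 48 and 50 hpf. Each time point has 1 array per condition, and the samples were grouped by the condition and time in their labels. The real-time PCR, melanin, drug-treatment, clock knock-down, promoter, network and gene-atlas data of the paper were not analysed here.

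The array values are intensities which, per the file headers, Feature Extraction had background-subtracted and detrended within each array, without any step between arrays. The log2 values of the series matrix were quantile normalized by the authors in GeneSpring, separately for the 24 time-course arrays and the 7 arrays at 48 and 50 hpf, as the shared quantiles of each set show. No saturated spots were found on any array. On the time-course arrays the median processed signal was 214.8 to 339.1, and on the arrays at 48 and 50 hpf it was 41.9 to 60.4, so the latter were closer to background. The number of arrays limits the precision of every value.

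Processed signals were log2 transformed, outlier spots were set to missing, the spots of a probe were averaged and each set of arrays was quantile normalized by limma. A probe was kept when it lay well above background on at least 75% of the arrays of its set. Of 43,603 probes, 16,797 were matched to 11,613 NCBI genes through their accession, and the remaining 26,806 were counted under the name the array gives them, so that 1 gene can be counted under more than 1 name. For a named gene the detected probe with the highest mean signal was read. The genes named in the text were fixed by a rule set before the data were examined. They are every gene the paper names, the 5 lower and 5 higher genes with the largest change among those past an adjusted p of 5% whose 3 arrays labelled mitfa morphant lie apart from the 4 others, the 5 ZCOGs with the largest LD amplitude, and lists of genes, among them those for melanogenesis and for 6 functions that the paper places in the day. Some results that this rule covers are not reported here.

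Rhythms were tested by Fisher's g test over the periods of 48, 24, 16, 12 and 9.6 h. A ZCOG needed a g test below 0.5 with a dominant 24-h period in LD and in DD, and an LD or DD oscillating gene needed one below 0.15. False discovery rates came from 100 random orders of the time points. Phases and amplitudes came from a 24-h cosine fit. Decreased peaks and elevated troughs came from correlation with templates at a limit of 1e-04. Fast light-induced genes had LD phases from CT2 to CT8, slow ones after CT8 and up to CT16, and dark-induced genes from CT16 to CT2. Amplitudes and the arrays at 48 and 50 hpf were compared by limma with Benjamini-Hochberg adjustment and a limit of 5%. Lists were tested by camera with a correlation of 0.01 between genes, by camera with an estimated correlation and by fry. Phases of lists, duplicates and mouse homologs were tested by 100,000 permutations, and the correlation of LD and DD phases by 10,000. The mouse phases are those of Table S3.

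The alternatives were scaling to the 75th percentile, the normexp background correction with an offset of 50, the deposited values, no detection filter, detection on all arrays, only the brightest probe of a gene, only probes matched to an NCBI gene, the Nyquist period, removal of a straight line, an F test by limma, either 24-h cycle or each array left out, the age or slide as a block, either kind of control alone, and the limits of the paper's Methods and of Table S9. The normexp correction was planned on mean spot signals, which the files do not hold, and used the median signals instead. The slide was fitted as a random block in the time course, because LD and DD share no slide.

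The code was tested on simulated data with the spread of these arrays. Of 200 probes changed by 1.5 on the log2 scale between 3 and 4 arrays limma called 80%, and of 200 changed by 1 it called 45.5%, while it called 0 probes when none was changed. Of 200 simulated rhythmic probes the g test found 100%, and 1.03% of the others passed. The simulated rhythms, also those for the templates, had an amplitude of 2 residual standard deviations of the probe. The simulated noise was independent between arrays, without the slow changes over 48 h of these data. These shares therefore give neither the power for weaker rhythms nor the rate of false calls on the real arrays. The median error of the phase was 0.368 h. The templates found 93% of 200 simulated decreased peaks and 91% of 200 elevated troughs. The amplitude test found 73% of 200 probes changed by 1 and 95.5% of 200 changed by 2.

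The work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 and in R 4.3.3 with limma 3.58.1 and data.table 1.17.8.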

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

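The tests of the mitfa transcript and the exchange of LD and DD labels behind the share of ZCOGs with a lower amplitude were chosen after these results were seen.

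The transcript of mitfa was higher in the arrays labelled mitfa morphant, by a log2 fold change of 3.48, in all 3 arrays against all 4 others. It stands out as a signal that the paper does not report, since mitfa is absent from Table S9. Mislabelled arrays would bring a higher melanogenesis list with the higher mitfa transcript, and the list had a median log2 fold change of -0.58. A probe that binds another transcript would leave the other probes unmoved, and the lowest of the 3 probes rose by 3.46. Normalization is argued against by the lowest rise of any probe over 75th percentile scaling, the normexp correction and the deposited values, which was 1.85 with an adjusted p from limma of at most 0.0053 over these alternatives. More cells of the pigment lineage with working Mitfa protein would raise the melanogenesis genes as well, and 14 of the 15 genes were lower. Without the protein, more such cells need not raise its targets, which the paper proposes tyrp1b, dct and slc24a5 to be. More cells therefore stay open as an explanation. Many genes are on the list because the paper named them as down-regulated in these samples, which also weakens the test of mislabelling. The other genes of the list were lower as well, except kita with a log2 fold change of 0.08. A morpholino that blocks translation may leave or stabilize its target transcript, and loss of a feedback of the protein on its own gene is another candidate explanation. Neither was tested, and the protein was not measured.

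The amplitude was lower in DD than in LD in 77.8% of ZCOGs, a difference between the groups. With LD and DD labels exchanged at random within time points, 1 of 101 splits reached this share, the true labels included, so chance can be excluded. A narrower signal range on the DD slides would shrink the variation at other periods by about the ratio of the amplitudes, which was 0.815. That variation had a ratio of 0.906 in genes that are not ZCOGs, just short of the limit set for this explanation before the data were examined, and the ratio was 0.959 at 16, 12 and 9.6 h alone and 1.01 in ZCOGs at these periods. This argues against a narrower range as the whole cause, while a part of the difference is left open. An effect of light on the amplitude is consistent with these values, but LD and DD lie on different slides and scans, so a batch that acts on 24-h rhythms alone and light cannot be told apart.

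The log2 signal of sesn1 on the WT array at 50 hpf was 11.62, while the other WT and control arrays gave 11.13, 11.16 and 11.21. Its gap to the nearest of them was 0.840 of the range of the 4 arrays, just above the critical value at 5%. This was 1 of 44 groups examined in this way, and chance alone gives about 1 in 20, so the value does not stand out among them. No biological explanation was tested.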

How the results depend on the processing

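Separate random orders of the time points for LD and DD were chosen after the result was seen, and the other alternatives were set before the data were examined. In what follows the cause of a change was not tested unless one is given.

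The number of LD oscillating genes, the correlation of LD and DD phases (0.446 to 0.933), the difference between duplicates (2.45 to 3.47 h), the shift to mouse (-9.52 to -10.3 h) and the number of function lists with concentrated phases (5 to 6) kept their side of the limit, or stayed within 1.5 times the main value, in every alternative run. The deposited values and 75th percentile scaling left the other counts and shares of the time course within 1.5 times the main value, while slc24a5 and crx were not ZCOGs with 75th percentile scaling.

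Leaving out either 24-h cycle leaves 6 time points per condition and a g test over 24 and 12 h only. The same limits are then easier to pass by chance, so counts are not set at an equal strictness. The values ran from 5,878 to 9,370 ZCOGs, 4,075 to 5,882 DD oscillating genes, 20.2% to 32.2% of expressed genes, 18.5% to 26.8% of ZCOGs shifted by over 4 h, 48.3% to 51.0% of ZCOGs in the morning, 87 to 138 decreased peaks, 85 to 179 elevated troughs, 23 to 55 fast and 44 to 52 slow light-induced genes and 29 to 65 dark-induced genes. The higher of the first 4 ranges and all higher counts of peaks, troughs and classes came without the first cycle. Without the first cycle more genes oscillated under DD than under LD (5,882 against 5,666). The false discovery rate of ZCOGs rose to 43.4% without the second cycle, and those of LD and DD oscillating genes reached 53.8% and 55.5%. The rate for LD was 38.5% without the first cycle.

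Removal of a straight line gave 10.2% of ZCOGs shifted, a share of 18.1% of expressed genes, 53.0% in the morning, 889 decreased peaks, 593 elevated troughs, 326 slow light-induced and 183 dark-induced genes, and a false discovery rate of ZCOGs of 11.0%. Without removal of a line, separate random orders gave a rate of 9.74%. The F test by limma called 892 ZCOGs and 971 DD oscillating genes. Only probes matched to an NCBI gene left 2,155 ZCOGs, as fewer genes were counted. The share of ZCOGs was 13.9% with the Nyquist period, 10.9% without a detection filter, 12.9% with the normexp correction, 12.6% with the brightest probe only and 14.6% with detection on all arrays. ZCOGs with reduced amplitude, 0 by limma in the main setting, numbered 5 with a straight line removed, 5 with detection on all arrays, 6 with the normexp correction and 21 with the slide as a random block. Taking at most 50% or at least 2 times the LD amplitude without a test gave 202 reduced and 18 increased amplitudes.

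The numbers of genes lower and higher in the arrays labelled mitfa morphant, and of ZCOGs among them, depended on most choices. They were 8, 17, 0 and 6 without a detection filter, 719, 827, 125 and 283 with the normexp correction, 332, 405, 49 and 132 with detection on all arrays, 22, 64, 3 and 22 with 75th percentile scaling, and 6, 10, 0 and 4 with the age or, equally, the slide as a block. Fewer arrays gave 3, 8, 0 and 6 with the control morphants only and 10, 31, 2 and 5 with the WT arrays only. A fold limit of 2 beside limma gave 52, 60, 8 and 15. The test of the paper's Methods gave 19, 51, 1 and 21 with Benjamini-Hochberg adjustment, 1,071, 977, 160 and 275 at the limits seen in Table S9, and 101 higher genes, 29 lower ZCOGs and 21 higher ZCOGs at the limits of Text S1. With each array left out in turn there were 3 to 41 lower and 2 to 61 higher genes, and 0 to 9 lower and 2 to 14 higher ZCOGs. The highest of these came without the control morphant at 48 hpf, and the other 6 arrays left 3 lower and at most 8 higher genes each. Leaving out an array that is the only one of its group and age assumes that the remaining one varies like the others.

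Between control morphants and WT limma called 0 probes without a detection filter and with the age or slide as a block, and 0 to 4 with each array left out, where 4 came without the control morphant at 50 hpf and 2 without the WT array at 48 hpf. Probes for which the mitfa difference depended on age numbered 1 with the deposited values and 0 to 1 with each array left out, where 1 came without the control morphant at 50 hpf. The test of age with the age or slide as a block or without the array labelled mitfa morphant at 48 hpf, and the comparison of control morphants with WT within either kind of control alone, were not run, since the test of age already holds the age or the groups are then missing.

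Over single genes and lists, 1,272 of the values under an alternative kept their side of the limit, 211 were no longer past it and 21 came past it, beside the false discovery rates given above. On the arrays at 48 and 50 hpf the median signal of a spot was 2.07 to 2.59 times the background, against 7.28 to 12.0 in the time course, which limits the detection of weak transcripts there.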

Differences from the paper's values

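All tests and settings named here were chosen before the data were examined, except separate random orders of the time points, which were chosen after seeing the values.

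The paper gives a false discovery rate of at most 5% for ZCOGs, and here it was 18.4%. None of the alternatives reached the paper's value, with 11.0% to 43.4%, and separate orders for LD and DD, chosen after seeing the values, gave 9.74%, which differs as well. For LD oscillating genes the paper gives at most 10%, and here it was 18.4%. With a straight line removed it was 13.3%, which no longer differs by the rule used, and under the other alternatives it differed.

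The paper's 233 ZCOGs with reduced amplitude and 21 with increased amplitude stand against 0 and 0 by limma here, with 359 and 46 at an unadjusted p below 0.05. No criterion behind the paper's counts was found in its text, so the 2 rules may be unlike. At most 50% or at least 2 times the LD amplitude without a test gave 202 and 18, which do not differ, and all other alternatives differed. The paper counts 113 genes with elevated troughs and 50 dark-induced genes, and here there were 256 and 107, of which 134 and 55 were NCBI genes. Without the second 24-h cycle there were 85 elevated troughs, and without the first cycle 65 dark-induced genes. These do not differ from the paper's values, and the other alternatives, each counted over all genes, did.

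In the arrays labelled mitfa morphant the paper counts 555 lower and 691 higher genes, and limma called 129 and 208 here. The paper's list holds NCBI genes only, whereas the counts here and under every alternative include transcripts without an NCBI gene. Of the NCBI genes called here, 50 lower and 138 higher ones are in that list, and 2 lower and 2 higher ones are not. The comparisons that follow are therefore between unlike counts. The normexp correction gave 719 and 827, and the limits seen in Table S9 gave 977 higher genes, none of which differ. All other alternatives differed. Of these genes the paper counts 87 lower and 213 higher ZCOGs, against 19 and 73 here. The normexp correction gave 125 and 283, and the limits of Table S9 gave 275 higher ZCOGs, without a difference by the rule used, and the other alternatives differed.

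The paper places the LD peaks of tyrp1b, dct and slc24a5 around CT 20. Here they were at CT 0.541, CT 0.143 and CT 23.0, and all alternatives differed. For slc24a5 the paper's own Table S4 gives an LD phase of CT 23.2, which the value here matches. Of 222 phases compared, 4 others differed by the rule used. In Table S6 the paper gives CT 15.833 for CDX1A, CT 16.417 for CRSP6, CT 12.417 for STAT6 and CT 15.75 for TBX1, and here they were 11.8, 11.4, 16.0 and 7.16. Without the first 24-h cycle CDX1A was at 14.1, which does not differ. For the other 3 genes all alternatives differed, as did the remaining alternatives for CDX1A. FOXO3B, at CT 12.42 in Table S6, was not counted with these 4 genes, although its brightest probe lay at CT 10.4 here. Its other probe, which was a ZCOG, lay at CT 12.3. In Table S9 the paper gives a difference of 1.97 for zgc:172323, and the brightest probe gave 0.11 here, and all alternatives differed. The other probe of this gene was called by limma with a log2 fold change of -1.96 in the arrays labelled mitfa morphant.

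The column of differences in Table S9 is labelled as knock-down minus WT, but its signs are those of WT minus knock-down, positive for the down-regulated genes. Its p reaches 0.03 and its differences go down to 0.5 in size, beyond the limits of p and fold change that Text S1 states. At these limits 339 of 380 detected down-regulated and 510 of 561 detected up-regulated genes of the table were called by the test of the Methods. The transcript of mitfa is absent from the table, and here its log2 fold change was 3.48.

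The paper counts tefa and cry-dash among the fast light-induced genes, and here neither passed the template limit in any setting, with p of 9.7e-04 and 1.5e-04. It describes tyrp1b and dct as having elevated troughs in DD, and here the template p was 0.0387 and 0.00113. With a straight line removed dct had an elevated trough. It lists pax6a, smad1 and foxo3b among circadian TFs and hsp90ab1, cirbp and pnp5b among conserved ZCOGs, and the brightest probes of these genes were not ZCOGs in LD and DD here. Other probes of pax6a and foxo3b were. Without the second 24-h cycle smad1 was a ZCOG, pax6a was one with either cycle left out, and cirbp was one without the first. The paper places most light-induced genes around CT5, and here 141 of 378 lay within 2 h of CT5, with a median of CT7.92.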

Other observations

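The random orders of the time points, the exchange of labels behind the amplitude test and the changes over 24 h between slides were chosen after the results were seen, and the other tests reported here were set before the data were examined.

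In both conditions many genes changed slowly over the 48 h. The 48-h period was the dominant one in 48.7% of detected probes in LD and 49.8% in DD, and in 11,192 probes in both. Each slide holds successive time points, so batches of slides were a candidate explanation. The LD and DD slides are different ones, and slide batches would leave the steps from the first to the third slide unrelated between LD and DD. These steps, fitted beside a 24-h cosine, correlated across probes with r of 0.732, and with 0.414 and 0.628 between successive slides. Changes between arrays 24 h apart, which share their time of day, correlated with 0.653 from the first to the third slide and with 0.336 and 0.637 between successive slides, all across genes that are not independent replicates. This argues against slide batches as the whole cause. Growth of the larvae over the 2 days may explain the shared change, and it was not tested.

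The number of rhythmic probes in LD and DD was reached by 3 of 101 orders of the time points, the true order included, so chance can be excluded at 5% for the number as a whole. Exchanges of LD and DD within time points left the numbers of decreased peaks and elevated troughs above all others, with 1 of 101 splits in each case, the true labels included, so chance can be excluded for both. The amplitude test by limma called 0 genes with the true labels, with 359 ZCOGs lower and 46 higher in DD at an unadjusted p below 0.05, so 101 of 101 splits give as many by construction and say nothing about chance.

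LD and DD larvae had the same light history at the first time point, so a batch between their slides or scans would give the same difference there as later. For the elevated troughs the difference between DD and LD at the first time point was 0.388 of that over the later time points, with log2 differences of 0.12 and 0.31, in probes chosen without the first time point. For the decreased peaks it was 0.200 of it, with 0.07 and 0.34. In probes with their trough within 4 h of CT0 the difference was 0.13 at first and 0.55 24 h later, and in those with their peak there 0.07 and 0.42. A constant difference between slides or scans would give equal values. Choosing the probes on the later time points enlarges the difference there, however, so how far these values argue against a constant difference is open. A difference that sets in with the second slides stays open as well.

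For the genes changed in the arrays labelled mitfa morphant, 1 of 35 splits of the 7 arrays into 3 and 4 gave as many probes called by limma, the true one included. For this count chance can be excluded. The next split called 52 probes. By an unadjusted p below 0.02 and a fold limit of 2, there were 2 splits with as many probes as the true one, itself included. The other split, with 470 probes, sets the WT array at 48 hpf and the control morphant and WT arrays at 50 hpf against the others. It does not follow the slides.

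The arrays labelled mitfa morphant lie at positions 3 and 4 of their slides and all other arrays at positions 1 and 2. The same contrast of positions in the time course was -0.0041 on the log2 scale over the called probes in the direction of their change, whose median size was 0.86, and correlated with the change across probes at r of -0.0683. This argues against the position on the slide as the whole cause, although position and group are completely split alike on these arrays.

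Slower development of the larvae of the arrays labelled mitfa morphant would make genes that are higher in them fall from 48 to 50 hpf in the other arrays, and lower genes rise. Over the called probes the change from 48 to 50 hpf in the direction of the mitfa change had a median of -0.12. The higher probes changed by a median of -0.07, with 71.6% falling, and the lower ones by 0.20, with 86.2% rising, while the median of all tested probes was 0.01. A delay in development may therefore be a part of the difference between these larvae and the others. The size of the shift over 2 h is small beside the changes, and the ages of 48 and 50 hpf lie on different slides, so the extent of a delay stays open.

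Among genes higher in the arrays labelled mitfa morphant, 35.6% were ZCOGs, against 14.6% of all genes compared. Detection bias towards bright probes would give as many in random genes matched on signal and number of probes, and these held 18.3%, with 0% of 10,000 draws reaching the observed share. Among lower genes 15.0% were ZCOGs, against 17.6% in matched draws, of which 82.1% held as many. Signal level therefore does not account for the share among higher genes. Against the WT arrays only, where fewer genes were called, the odds ratio was 1.12 (two-sided Fisher's exact test, p = 0.80), and against the control morphants only, with 8 higher genes, it was 17.5 (two-sided Fisher's exact test, p = 2.1e-04).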
